# Transcriptional changes in response to X chromosome dosage in the mouse: implications for X inactivation and the molecular basis of Turner Syndrome

**DOI:** 10.1186/1471-2164-11-82

**Published:** 2010-02-01

**Authors:** Alexandra M Lopes, Paul S Burgoyne, Andrew Ojarikre, Julien Bauer, Carole A Sargent, António Amorim, Nabeel A Affara

## Abstract

**Background:**

X monosomic mice (39,XO) have a remarkably mild phenotype when compared to women with Turner syndrome (45,XO). The generally accepted hypothesis to explain this discrepancy is that the number of genes on the mouse X chromosome which escape X inactivation, and thus are expressed at higher levels in females, is very small. However this hypothesis has never been tested and only a small number of genes have been assayed for their X-inactivation status in the mouse. We performed a global expression analysis in four somatic tissues (brain, liver, kidney and muscle) of adult 40,XX and 39,XO mice using the Illumina Mouse WG-6 v1_1 Expression BeadChip and an extensive validation by quantitative real time PCR, in order to identify which genes are expressed from both X chromosomes.

**Results:**

We identified several genes on the X chromosome which are overexpressed in XX females, including those previously reported as escaping X inactivation, as well as new candidates. However, the results obtained by microarray and qPCR were not fully concordant, illustrating the difficulty in ascertaining modest fold changes, such as those expected for genes escaping X inactivation. Remarkably, considerable variation was observed between tissues, suggesting that inactivation patterns may be tissue-dependent. Our analysis also exposed several autosomal genes involved in mitochondrial metabolism and in protein translation which are differentially expressed between XX and XO mice, revealing secondary transcriptional changes to the alteration in X chromosome dosage.

**Conclusions:**

Our results support the prediction that the mouse inactive X chromosome is largely silent, while providing a list of the genes potentially escaping X inactivation in rodents. Although the lower expression of X-linked genes in XO mice may not be relevant in the particular tissues/systems which are affected in human X chromosome monosomy, genes deregulated in XO mice are good candidates for further study in an involvement in Turner Syndrome phenotype.

## Background

The existence of dimorphic sex chromosomes poses a challenge to the balance of gene dosage between the sexes. In mammals, X chromosome inactivation is the mechanism by which the equality in gene expression between males and females is restored, through the transcriptional silencing of one of the X chromosomes in females. Dosage compensation between X-linked and autosomal genes is also achieved, through the upregulation of the active X chromosome in females and the single X chromosome in males [1].

In eutherian mammals, one X chromosome is randomly inactivated in the cell lineages of the embryo proper, early in development. The initiation of X-inactivation is controlled by a region on the X chromosome, the X-Inactivation Centre (*XIC *in humans and *Xic *in mice), which contains the X-Inactive-Specific Transcript locus (*XIST/Xist*), a noncoding RNA essential for silencing, and several other genetic elements (reviewed by [2]). The nature of their interactions and the succession of events that results in the global repression of X-linked genes are not fully understood, being the focus of active research [3,4]. Once initiated, a wave of silencing spreads through the entire chromosome and the transcriptionally silent state is stably maintained on the inactive X chromosome by various epigenetic modifications, such as histone modifications and DNA methylation [2,5] and inherited clonally in subsequent cell divisions.

Although X inactivation is a very effective mechanism some genes are expressed from the inactive X chromosome [6]. Using *in vitro *models Carrel and Willard [7] performed a systematic analysis of human X-linked transcripts and predicted that approximately 15% of the genes on the human X chromosome escape X inactivation to variable extents. In the mouse only a few "escapees" have been reported [8-12] and the finding of differences in the inactivation status of several genes in a conserved region between the human and mouse X chromosomes has been taken as evidence that the mouse X chromosome is depleted of genes escaping X inactivation [13]. Although the mechanisms of escape are still poorly understood, from the analysis of sequence features within the relevant regions in human and in the mouse, the authors suggested that both genomic context and gene-specific regulatory elements are involved. In particular, long terminal repeats (LTRs) are more frequent in a smaller human X chromosome domain where all genes escape inactivation, compared to the syntenic region in the mouse, where only one of the genes, *Jarid1c*, is expressed from the inactive X [13]. Additionally, several binding sites for the insulator protein CTCF were identified in the 5' end of *Jarid1c *but not in its human homologue (JARID1C), raising the hypothesis that this protein may be required to prevent the spreading of silencing epigenetic marks to *Jarid1c*, which is embedded in inactive chromatin on the mouse X chromosome [14]. Recently, the analysis in female ES cells of chromatin modifications accompanying XCI has revealed an increase of H3K27me3 throughout the inactive X chromosome, as inactivation proceeds, and a preferential localisation of this silencing mark over active genes [15]. The characterization of a larger number of genes expressed from the inactive X chromosome in the two species would certainly contribute to a better understanding of the process of escape, but a comprehensive search for genes escaping inactivation on the mouse X chromosome is still lacking.

In recent reports, microarray technology was used to compare gene expression between males and females in several mouse tissues, from which indirect evidence of escape from X inactivation can be derived [1,16,17]. Nevertheless in these analyses it is difficult to disentangle the effects of sex hormones in the regulation of gene expression and, as later demonstrated using manipulated mice [18], these are indeed substantial. In the mouse model used to demonstrate this, the gonadal phenotype (ovaries or testis) is independent of the sex chromosome complement (XX or XY) and therefore it circumvents the confounding effects of differential hormonal status. This strategy had been previously used by Xu and collaborators to investigate expression levels of several sex-linked genes in brain and it was demonstrated that *Eif2s3x, Jarid1c, Utx *and *Usp9x *were more highly expressed in the XX genotype, compared to XY, regardless of the gonadal phenotype [19-23], which further suggests that these genes escape X inactivation in the mouse.

The 39,XO mouse is another valuable model to assess the impact of the number of X chromosomes on the level of X-linked gene expression in a similar hormonal milieu, using a simple experimental design. The underlying assumption is that genes that are expressed from both the active and inactive X chromosomes would be expressed at higher levels in the XX females than in their XO littermates. We generated three genotypes (X^m^O, X^p^O and X^m^X^p^) using the breeding strategy of Davies *et al*.[24]. The XO mice are free from cryptic mosaicism and although the mice are on a random bred genetic background, all the X chromosomes were recently derived from a single progenitor and thus should be identical.

X monosomic mice (39,XO) have a remarkably mild phenotype when compared to women with Turner Syndrome (45,XO). In fact, while XO mice are fertile and do not display major physiological abnormalities, TS females present ovarian dysgenesis and other anatomical and physiological abnormalities [25]. A spectrum of neuropsychological deficits is also associated to X chromosome monosomy in humans and, to some extent, in the mouse [24-27]. The main candidates for the TS phenotype are those genes escaping X inactivation in humans but not in the mouse. However, the global degree of escape on the mouse X chromosome is presently unknown.

We present a global expression analysis in somatic tissues of XX and XO mice, using a microarray platform that allows a genome-wide survey of gene expression, followed by a detailed qPCR inspection of the candidate genes. Our analysis identified new genes potentially escaping X inactivation in the mouse and sheds some light on the transcriptional networks regulated by X-linked genes which are disturbed in X chromosome monosomy.

## Results

We performed a genome-wide expression profiling in four different tissues of adult XX and XO mice (brain, liver, kidney and muscle), using the Illumina Mouse WG-6 v1_1 Expression BeadChip, which covers more than 45,000 transcripts and includes 1,326 probes interrogating the X chromosome transcriptome. 

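RNA from liver, kidney, muscle and brain of 12-week-old XX, XpO and XmO mice was hybridised to 36 arrays, 3 pools of 2 to 3 mice per genotype in each tissue. XmO mice carry a single X chromosome from the mother and XpO mice one from the father, and both were grouped as XO mice. The authors summarised the bead intensities in BeadStudio, normalised them by quantiles on a log scale across all arrays with lumi and compared XX with XO mice in limma, one tissue at a time. The deposited intensities before normalisation were used here, with values under 1 set to 1, taken to log2 and normalised by quantiles over 35 arrays. The muscle array of XpO pool 3 was not used, because its column of intensities had a rank correlation of -0.0374 with the authors' normalised values of that array, which leaves 3 XX and 5 XO pools in muscle. The median intensity per array lay between 55.6 and 70.4. A probe was tested in a tissue where the authors' normalised table gives it values, a blank being read as not detected. XX and XO pools were compared with limma's moderated two-sided test, and p-values were adjusted by the Benjamini-Hochberg method over the X-linked probes for X-linked genes and over all detected probes otherwise, with a threshold of 0.05. Differences are log2 values of XX minus XO with limma's standard error (SE), and the number of arrays limits their precision. The normalisation, the reading of blanks and the joining of XpO with XmO pools could each change the values.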

According to our manual annotation these correspond to 970 different genes, thus achieving an extensive coverage of the mouse X chromosome - on the latest Ensembl release (55, July 2009), approximately 1000 protein coding genes were annotated on the X chromosome. 

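Values in the authors' normalised table covered 24863 probes in brain, 23417 in kidney, 21810 in muscle and 19878 in liver. Probes with 1 gene symbol made up 18184 of these in brain, 17459 in kidney, 16381 in muscle and 15014 in liver. Pnck, which encodes a calmodulin-dependent kinase, had values in muscle and brain and none in liver or kidney. Clic6, a chloride channel gene, had values in kidney, muscle and brain and none in liver.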

Brain was the tissue where the largest number of probes was detected (24,873 were called present in at least one of the samples), while 19,887 probes were detected in liver, 23,427 in kidney and in muscle 21,820. 

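Across detected probes, pools of the same genotype had a Pearson correlation of 0.993 to 0.996 in kidney, 0.992 to 0.995 in muscle, 0.991 to 0.994 in liver and 0.969 to 0.991 in brain. Pools of different genotypes had correlations of 0.987 to 0.996 in kidney, 0.987 to 0.993 in muscle, 0.984 to 0.993 in liver and 0.964 to 0.995 in brain. These are correlations across probes within pairs of arrays, and probes are not independent replicates.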

High values were obtained for the correlation coefficients (r) between biological replicates (0.98 to 1), indicating that the platform and methods applied are extremely robust. This high reproducibility is also likely due to the pooling of individuals of the same genotype (we analyzed 3 pools of at least two individuals for each genotype), which minimizes the differences between individuals. After normalisation the samples were hierarchically clustered according to their global expression profiles, to verify the biological accuracy of the data. 

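Average linkage on the Pearson correlation between arrays gave 4 clusters, each holding the arrays of 1 tissue. The lowest correlation within a tissue was 0.968 and the highest between tissues 0.815. In liver the XX, XpO and XmO pools each formed a cluster of their own. In muscle the XX pools and the XmO pools did so, and in kidney the XmO pools alone. No genotype formed a cluster of its own in brain, where XX pool 3 and XmO pool 2 made up the first branch.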

The samples clustered primarily by tissue and in general also by genotype, as expected (results not shown).

In the chosen array platform 19,100 probes represent unique curated genes in the NCBI RefSeq database (Build 36, Release 22). We annotated all the remaining probes, by performing automated blast searches followed by a manual curation using combined information from several databases - NCBI http://www.ncbi.nlm.nih.gov, MGI http://www.informatics.jax.org/ and SOURCE http://smd.stanford.edu/cgi-bin/source/sourceSearch. This allowed us to determine the total number of X-linked transcripts expressed in each tissue and to perform a targeted analysis for each dataset. On the X chromosome the highest number of probes was detected in brain (725 present in at least one of the pools), while in liver only 538 were detected; 643 were expressed in kidney and 605 in muscle.

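By the current gene annotation, 616 of the probes in the authors' normalised table stand for 440 X-linked genes. Of these probes, 539 (393 genes) were detected in brain, 490 (360 genes) in kidney, 466 (353 genes) in muscle and 411 (319 genes) in liver, and they are the X-linked probes compared here. The annotation pairs the probes of Pgk1, Armcx4, Gm732, Rap2c, LOC665281 and LOC100039346 with no X-linked gene, so these were tested among all probes under the names that Table 1 gives them.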

As a preliminary analysis of autosomal and X-linked expression in the two groups we plotted the median of the normalised hybridization signals of the XO mice against the XX in each of the four tissues analyzed (Figure 1). In these graphs, the majority of points, representing both autosomal and X chromosome genes, lie within a diagonal where expression is equivalent between groups, indicating that the majority of genes are expressed at similar levels in the two groups. 

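A log2 difference within 0.25 of 0 was found for 95.6% of the detected probes in kidney, 95.3% in brain, 91.0% in muscle and 84.7% in liver. For X-linked probes other than Xist the shares were 95.1%, 94.2%, 89.9% and 80.9%, and for autosomal probes 95.3%, 95.4%, 90.7% and 84.7%. The median difference of the X-linked probes, relative to the autosomal median, was 0.017 in liver (exact permutation test of the pools, two-sided, p = 0.167), -0.013 in kidney (exact permutation p = 0.274), 0.0049 in muscle (exact permutation p = 0.518) and -0.020 in brain (exact permutation p = 0.119). It passed the exact permutation test in liver without XX pool 1 (0.033, p = 0.0357) or XX pool 2 (0.030, p = 0.0357), in kidney without XX pool 1 (-0.031, p = 0.0357) and in brain without XX pool 2 (-0.032, p = 0.0357). Each of these p-values is the lowest that the regroupings can give in these tissues once an XX pool is left out. The tests without 1 pool were not adjusted for their number.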

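Xist, the noncoding RNA transcribed from the inactive X chromosome, was higher in every XX pool than in any XO pool of the 4 tissues. Its probe ILMN_2475156 read 11.59 ± 0.08 on the log2 scale (SD, n = 3 pools) in the liver of XX mice and 6.47 ± 0.08 (SD, n = 6) in that of XO mice. The log2 difference was 5.11 in liver (SE 0.070, FC 34.6, limma adjusted p = 4.2e-15), 4.73 in kidney (SE 0.079, FC 26.6), 4.28 in brain (SE 0.085, FC 19.5) and 3.75 in muscle (SE 0.077, FC 13.4). XO mice have no inactive X chromosome, so their signal is not read as a level of Xist, and the folds depend on it and are not compared between tissues here. The XO means, 6.13 to 6.47 over the tissues, lay above the mean of each of 17747 probes detected in no tissue. A further Xist probe, ILMN_1242589, differed by 0.97 in liver (SE 0.099, limma adjusted p = 3.18e-05).

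**Figure D1:**
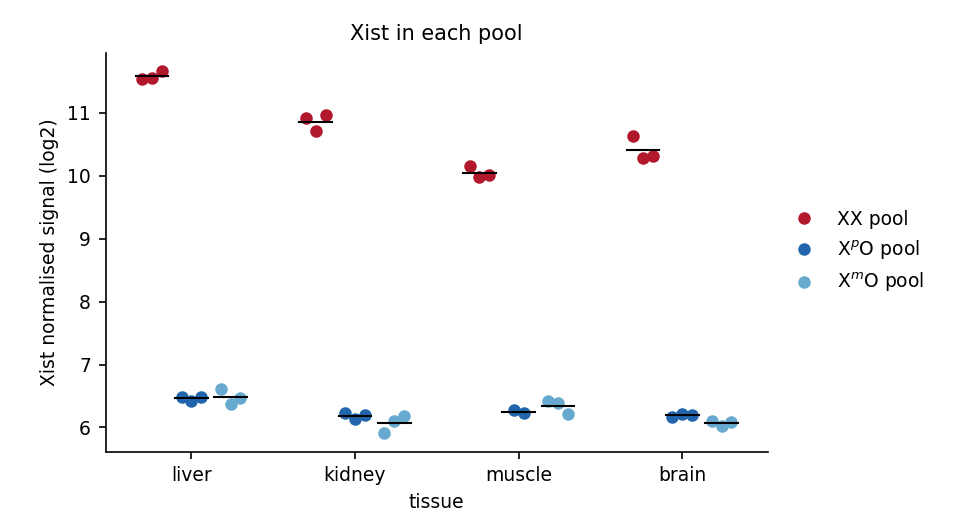
Normalised log2 signal of Xist (probe ILMN_2475156, vertical axis) in each pool of XX, XpO and XmO mice, by tissue; points are pools and horizontal lines are means of the genotype. The XX pools lie between 9.98 and 11.67 and the XO pools between 5.91 and 6.61.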

An obvious outlier is present in all graphs, representing *Xist*, an expected observation since this gene is only transcribed from the inactive X chromosome in XX females; a few scattered X-linked genes can be detected which also lie above the diagonal, particularly in liver.

**Figure 1:**
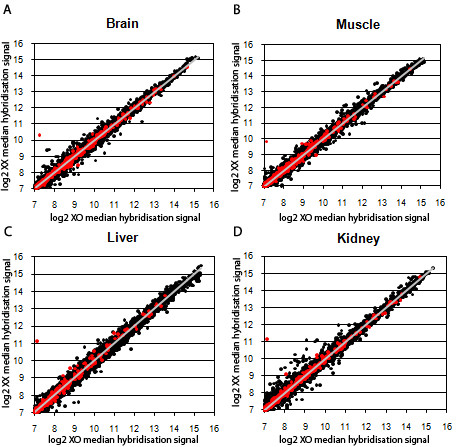
**Plots of the normalised hybridisation signals of XO *versus *XX mice in four tissues**. In black are represented autosomal probes and X-linked genes are in red; the diagonal (in grey) lies at the intersection of points where median expression is equal between groups. The most noticeable X-linked outlier corresponds to *Xist*. A- Brain, B- Muscle, C- Liver, D- Kidney.

### Differential gene expression on the X chromosome

Recently, several statistical approaches to detect differential gene expression from microarray data have been compared [28] and it was established that empirical Bayes methods perform better than standard t-tests, particularly when the sample size is small. Therefore, to test if those genes located on the X chromosome were differentially expressed between the two groups of mice, we employed a pairwise comparison using an Empirical Bayesian approach, limma [29], which fits a linear model of gene expression to the data. This is a moderate version of the t-statistic where the gene-specific variance estimator takes into account the data from all genes [30]. This variance stabilising approach is very robust to between-sample variation. The resulting p-values were corrected for multiple tests by setting the FDR (False Discovery Rate) to 0.05 and number of comparisons equal to the total number of X chromosome probes detected in each tissue. Finally we tested several candidates by quantitative real time PCR in different tissues. The probes significantly overexpressed in XX mice are listed in Table 1, where the respective p-value obtained from the array data after FDR correction is also indicated. Fold-change (FC) estimates obtained with both techniques are also included for reference, although these should be regarded with caution, since they do not take into account the variation of the samples.

**Table 1:** Probes overexpressed in XX *versus *XO mice in each tissue

		Liver			Kidney			Muscle			Brain		
			**FC**			**FC**			**FC**			**FC**	
**Probe ID**	**Gene**	***P-value***	**Array**	**qPCR**	***P-value***	**Array**	**qPCR**	***P-value***	**Array**	**qPCR**	***P-value***	**Array**	**qPCR**
2649129	***Eif2s3x***	**6,17E-07**	**1,79**	**1,54±0,21**	**1,81E-03**	**1,48**	1,43±0,02	**1,11E-02**	**1,35**	**1,83±0,26**	>0,05	1,38	**1,79±0,33**
2447456	***Utx***	**4,79E-05**	**1,34**	**1,97±0,35**^a^	**2,16E-03**	**1,37**	**1,88±0,15**^c^	**1,53E-03**	**1,60**	**2,04±0,24**^d^	>0,05	1,12	**1,38±0,14**^e^
2506528	***Utx***	**4,96E-05**	**1,62**	**1,97±0,35**^a^	**1,98E-04**	**1,51**	**1,88±0,15**^c^	**4,83E-03**	**1,46**	**2,04±0,24**^d^	>0,05	1,17	**1,38±0,14**^e^
2508945	*Lamp2*	**1,69E-04**	**1,29**	1,04±0,10	>0,05	1,03	-	>0,05	1,02	-	>0,05	1,08	-
2700885	*Rgn*	**8,07E-04**	**1,38**	-	ND	ND	ND	ND	ND	ND	ND	ND	ND
2710166	***Ddx3x***	**9,17E-04**	**1,49**	**1,44±0,25**	>0,05	1,27	1,08±0,10	>0,05	1,09	**1,33±0,10**	>0,05	1,08	**1,56±0,24**
1235933	***Utx***	**2,25E-03**	**1,18**	**1,97±0,35**^a^	**3,35E-03**	**1,18**	**1,88±0,15**^c^	>0,05	1,13	**2,04±0,24**^d^	>0,05	1,04	**1,38±0,14**^e^
1231201	*Pja1*	**2,30E-03**	**1,22**	1,24±0,26	>0,05	1,08	1,33±0,08	>0,05	1	-	>0,05	0,98	-
2473374	*Zdhhc9*	**2,47E-03**	**1,18**	-	>0,05	1,01	-	>0,05	0,94	-	>0,05	1,02	-
1249467	*Rap2c*	**3,13E-03**	**1,45**	-	>0,05	1,18	-	>0,05	0,89	-	>0,05	1,06	-
1220409	*Cetn2*	**3,18E-03**	**1,17**	-	ND	ND	ND	>0,05	0,88	-	>0,05	1,05	
2605212	*Slc6a8*	**3,27E-03**	**1,25**	-	>0,05	0,95	-	>0,05	0,97	-	>0,05	0,97	-
2494747	*Huwe1*	**3,51E-03**	**1,31**	-	>0,05	1,11	-	>0,05	0,96	-	>0,05	0,93	-
2540573	*LOC665281*	**4,61E-03**	**1,34**	-	>0,05	1,05	-	>0,05	0,93	-	>0,05	0,97	-
1247078	*Ogt*	**7,74E-03**	**1,11**	1,12±0,14^b^	>0,05	1,05	-	>0,05	0,94	-	>0,05	0,95	-
1236901	*Maob*	**8,04E-03**	**1,17**	1,04±0,06	>0,05	1,02	-	>0,05	0,97	-	>0,05	1	-
1225930	*LOC100039346*	**8,16E-03**	**1,28**	-	>0,05	1,06	-	>0,05	0,86	-	>0,05	0,88	-
1253604	***Jarid1c***	**8,93E-03**	**1,12**	**1,53±0,06**	>0,05	1,13	1,32±0,19	>0,05	1,12	**1,43±0,01**	>0,05	1,06	1,16±0,14
2740445	*Nsbp1*	**9,76E-03**	**1,31**	0,97±0,02	>0,05	0,98	-	>0,05	0,85	-	>0,05	1,06	-
1251370	*Ndufa1*	**9,78E-03**	**1,15**	1,13±0,30	>0,05	0,84	-	>0,05	0,83	-	>0,05	1,02	-
2694999	***2610029G23Rik***	**9,88E-03**	**1,19**	1,24±0,12	**2,53E-03**	**1,26**	**1,45±0,24**	**4,88E-04**	**1,44**	**1,27±0,14**	>0,05	1,27	1,21±0,10
2639642	*Arhgef6*	**9,90E-03**	**1,12**	-	>0,05	1,04	-	>0,05	1,03	-	>0,05	0,81	-
2751935	*Sytl4*	**1,19E-02**	**1,13**	-	>0,05	1,09	-	>0,05	1	-	>0,05	0,93	-
2623216	*Pgrmc1*	**1,29E-02**	**1,41**	1±0,21	>0,05	1,11	-	>0,05	0,83	-	>0,05	0,87	-
2651886	*Pgk1*	**2,32E-02**	**1,19**	-	>0,05	1,01	-	>0,05	0,96	-	>0,05	1,02	-
2590998	*Acsl4*	**2,38E-02**	**1,21**	-	>0,05	0,95	-	>0,05	1	-	>0,05	0,98	-
1236524	*Msn*	**2,77E-02**	**1,15**	-	>0,05	0,93	-	>0,05	1	-	>0,05	0,98	-
2611676	*Ogt*	**2,82E-02**	**1,16**	1,12±0,14^b^	>0,05	1,1	-	>0,05	0,98	-	>0,05	0,85	-
2637249	*Bgn*	**2,85E-02**	**1,14**	-	>0,05	0,95	-	>0,05	0,94	-	>0,05	0,99	-
1212894	*Cask*	**3,09E-02**	**1,15**	-	>0,05	1,03	-	>0,05	0,98	-	>0,05	0,99	-
2501489	*Was*	**3,19E-02**	**1,10**	-	>0,05	1,05	-	>0,05	0,97	-	>0,05	1	-
1220398	*Armcx2*	**3,20E-02**	**1,17**	-	>0,05	1,09	-	>0,05	1,04	-	>0,05	0,97	-
1229474	*Gm732*	**4,42E-02**	**1,10**	-	>0,05	1,02	-	>0,05	0,99	-	>0,05	0,95	-
2423331	*Rbmx*	**4,54E-02**	**1,09**	-	>0,05	0,99	-	>0,05	1	-	>0,05	0,98	-
1246006	*Armcx4*	>0,05	0,98	-	>0,05	0,98	-	**1,84E-02**	1,30	-	>0,05	1,05	-
1244364	***Pnck***	ND	ND	ND	ND	ND	ND	**1,88E-02**	**1,15**	**1,22 ± 0,27**	>0,05	0,76	-

Indicated are the probes (Illumina ID) which were significantly different in each tissue in the pairwise comparison of XX and XO mice, where only the X chromosome probes were considered. 

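The probes of Table 1 were tested one by one in each tissue, over the X-linked probes where the annotation places them on the X chromosome. In liver, 35 of them were detected and 34 were higher in XX mice, with a median log2 difference of 0.37. Of the 29 in the X-linked set, 28 passed, which stand for 25 genes. Probes that passed numbered 5 of 28 in kidney (Utx, Eif2s3x and 2610029G23Rik; 7 before adjustment) and 5 of 29 in muscle (Utx, Eif2s3x, 2610029G23Rik and Pnck; before adjustment 7 higher and 5 lower in XX mice). None of 29 passed in brain (limma), where 2 did before adjustment. The median difference over the Table 1 probes was 0.09 in kidney, -0.04 in muscle and -0.11 in brain. These probes were chosen by the study on the same samples, so the counts are not independent evidence. Pnck was higher in muscle by 0.33 (SE 0.072, FC 1.26, limma adjusted p = 0.0368), with all 3 XX pools above every XO pool. Its call was lost without XX pool 1 (limma adjusted p = 0.0562), XX pool 2 (0.107), XX pool 3 (0.123), XpO pool 2 (0.0762), XmO pool 1 (0.0548), XmO pool 2 (0.0756) or XmO pool 3 (0.0625).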

P-values were derived from limma followed by FDR correction. For selected genes, fold changes obtained by qPCR (mean of two experiments ± standard error) are also indicated (^a,b,c,d,e ^- each of these values refers to a measurement using one pair of primers). In bold are the genes for which significant p-values were obtained by both methods in at least one tissue. *Xist *was not included but was significant in all comparisons. ND, not detected; qPCR, quantitative real-time PCR; FC, fold-change.

At the 0.05 significance level (adjusted p-value) different groups of probes were found to be significant in each tissue; *Xist *was the only probe significantly different between the two groups of mice in all tissues (*P *< 0.0001).

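X-linked probes past the threshold numbered 62 of 411 in liver, 15 of 466 in muscle, 10 of 490 in kidney and 3 of 539 in brain, beside 120, 76, 77 and 20 before adjustment. Of these, 44 were higher in XX mice in liver, 12 in muscle, 9 in kidney and 3 in brain. With median scaling in place of quantiles fewer X-linked probes passed in liver, and most of those that passed in muscle were lower in XX mice. The liver count was 34 without XX pool 1 and 24 without XX pool 3, and the kidney count was 28 without XX pool 1. In muscle it was 7 without XX pool 1, 6 without XX pool 2, 9 without XX pool 3, 8 without XpO pool 2, 8 without XmO pool 1, 9 without XmO pool 2 and 8 without XmO pool 3. Besides Xist, Erdr1, an erythroid differentiation regulator, passed in the 4 tissues with both of its probes. Probe ILMN_1249386 was higher in XX mice by 1.03 in liver (SE 0.16, limma adjusted p = 0.00135), 1.14 in kidney, 1.17 in muscle and 1.37 in brain (SE 0.24, limma adjusted p = 0.0434). Probe ILMN_1246153 was higher by 0.68 in liver, 0.92 in kidney, 0.82 in muscle and 1.28 in brain (SE 0.16, FC 2.42, limma adjusted p = 0.00307). All 3 XX pools lay above every XO pool for both probes in each tissue. In brain the call of ILMN_1249386 was lost without XX pool 1 (limma adjusted p = 0.121), XX pool 2 (0.355), XX pool 3 (0.220), XpO pool 2 (0.0751), XpO pool 3 (0.104), XmO pool 1 (0.0563) or XmO pool 3 (0.0613), while that of ILMN_1246153 was kept without any single pool. In liver ILMN_1246153 did not pass without XX pool 1 (limma adjusted p = 0.0589) or XX pool 3 (0.118), nor did it in muscle without XX pool 2 (0.0831), and in kidney ILMN_1249386 did not without XX pool 2 (0.0594).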

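Eif2s3x encodes a subunit of translation initiation factor eIF2. In liver its probe ILMN_2649129 read 10.16 ± 0.10 (SD, n = 3 pools) in XX mice and 9.27 ± 0.03 (SD, n = 6) in XO mice, a log2 difference of 0.88 (SE 0.065, FC 1.85, limma adjusted p = 1.64e-06). The difference was 0.63 in kidney (SE 0.085, FC 1.55, limma adjusted p = 0.000807) and 0.41 in muscle (SE 0.078, FC 1.33, limma adjusted p = 0.0167), and all 3 XX pools lay above every XO pool in these 3 tissues. In brain it was 0.56 (SE 0.15, FC 1.47, limma adjusted p = 0.398), with 2 of 3 XX pools above every XO pool. In muscle the call was lost without XX pool 2 (limma adjusted p = 0.103) or XX pool 3 (0.0693).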

*Eif2s3x*, which is ubiquitously expressed and known to escape X-inactivation in both human and mice [11] is more highly expressed in XX mice in all tissues analyzed, although in brain the difference did not reach significance by microarray. Two of the three probes present in the array representing *Utx*, one other well known escapee [10,12], were significantly different between groups in our analysis, presenting a FC higher than 1.3 in all tissues except brain and a third probe was significant in liver and kidney. 

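Utx (Kdm6a in the gene annotation) encodes a histone H3 lysine demethylase. Probe ILMN_2506528 was higher in XX mice by 0.79 in liver (SE 0.079, FC 1.72, limma adjusted p = 3.18e-05), 0.66 in kidney (SE 0.068, FC 1.58, limma adjusted p = 9.22e-05) and 0.59 in muscle (SE 0.095, FC 1.50, limma adjusted p = 0.00592). Probe ILMN_2447456 was higher by 0.49 in liver (FC 1.40), 0.50 in kidney (FC 1.42) and 0.71 in muscle (FC 1.63), with limma adjusted p of 0.000347, 0.00103 and 0.00131. Probe ILMN_1235933 passed in liver (0.71, FC 1.63, limma adjusted p = 0.000503) and kidney (0.34, FC 1.27, limma adjusted p = 0.00161) and not in muscle (0.30, FC 1.23, limma adjusted p = 0.112). All 3 XX pools lay above every XO pool for each probe in liver, kidney and muscle. In brain the differences were 0.20, 0.19 and 0.10 (limma adjusted p = 0.985 for each). No single pool decided these calls of single probes. With its probes averaged and adjusted over all genes, Utx was higher in muscle by 0.53 (limma adjusted p = 0.0380). That call was lost without XX pool 1 (limma adjusted p = 0.119), XX pool 2 (0.102), XmO pool 1 (0.134), XmO pool 2 (0.114) or XmO pool 3 (0.126).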

Although in brain none of the probes for this gene was significant, by real time PCR the corresponding transcript was detected more abundantly in XX mice (FC = 1.38 ± 0.14; *P *< 0.05). 

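Jarid1c (Kdm5c in the gene annotation), a histone demethylase gene, was measured by 2 probes that differ in liver. ILMN_1253604 was higher in XX mice by 0.48 (SE 0.082, limma adjusted p = 0.00237), with all 3 XX pools above every XO pool, and kept its call without any single pool. ILMN_2492140 differed by 0.07 (SE 0.082, limma adjusted p = 0.569). In muscle the probes differed by 0.34 and 0.30 (SE 0.098 and 0.096, limma adjusted p = 0.0903 and 0.128), again with every XX pool above every XO pool. In kidney they differed by 0.25 and 0.09 (limma adjusted p = 0.0825 and 0.514) and in brain by 0.07 and 0.32 (limma adjusted p = 0.985 and 0.398). Without XmO pool 2, ILMN_1253604 passed in kidney (limma adjusted p = 0.0389).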

*Jarid1c*, also shown to escape X inactivation in the mouse [8], presented a modest fold change in all tissues, reaching significance in liver by microarray (FC = 1.12; *P *< 0.01) and qPCR (FC = 1.53 ± 0.06; *P *< 0.05), and in muscle only by qPCR (1.43 ± 0.01; *P *< 0.05). In kidney and brain the difference in *Jarid1c *expression between the two groups was not significant.

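Genes with an X-linked probe past the threshold numbered 7 in kidney, 13 in muscle and 2 in brain, and 6, 10 and 2 of them were higher in XX mice. Kidney held Magee1, a MAGE family gene, higher by 0.34 (SE 0.078, limma adjusted p = 0.0371), and Eif1ax, a translation initiation factor gene, lower (-0.23, SE 0.050, limma adjusted p = 0.0286). Both, and the genes lower in muscle, were picked out after their values were seen. Magee1 lost its call without XX pool 2 (limma adjusted p = 0.129), XX pool 3 (0.164), XmO pool 1 (0.0747), XmO pool 2 (0.0669) or XmO pool 3 (0.0756). Eif1ax lost it without XX pool 2 (limma adjusted p = 0.118), XX pool 3 (0.109), XpO pool 1 (0.0593), XmO pool 1 (0.0655) or XmO pool 3 (0.0525). Lower in the muscle of XX mice were Pim2, a protein kinase gene (-0.34), C1galt1c1, a chaperone of glycosylation (-0.34), and Rpl36a, a ribosomal protein gene (-0.36), with all 3 XX pools below every XO pool. C1galt1c1 lost its call without any 1 of the 8 muscle pools (limma adjusted p from 0.0509 to 0.127). Pim2 lost it without any pool but XpO pool 1 (limma adjusted p from 0.0548 to 0.122), and Rpl36a without any but XX pool 3 (from 0.0615 to 0.123).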

Only a small number of genes were differentially expressed between the two genotypes in muscle and kidney and in brain none of the probes reached the significance threshold. However, the established escapees *Eif2s3x *and *Utx *were significantly overexpressed in the brain of XX females by qPCR, as well as *Ddx3x *(formerly *Dbx*), a potential escapee that had been found to be more highly expressed in female compared to male brain by Northern Blot [19]. 

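Ddx3x encodes an RNA helicase and was measured by probe ILMN_2710166. In liver it read 10.27 ± 0.07 (SD, n = 3 pools) in XX mice and 9.68 ± 0.14 (SD, n = 6) in XO mice, a log2 difference of 0.59 (SE 0.087, FC 1.51, limma adjusted p = 0.000959). The difference was 0.37 in kidney (SE 0.10, FC 1.29, limma adjusted p = 0.0929), 0.09 in muscle (SE 0.094, limma adjusted p = 0.656) and -0.20 in brain (SE 0.20, limma adjusted p = 0.985). Every XX pool lay above every XO pool in liver and kidney. The liver call was kept without any single pool, and in kidney Ddx3x passed without XpO pool 2 (limma adjusted p = 0.0353).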

In our microarray analysis *Ddx3x *was significantly more abundant in XX females in liver but it did not reach significance in any of the other tissues tested.

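X-linked genes with a probe higher in the liver of XX mice numbered 38, and 18 X-linked genes were lower. Rgn, which encodes regucalcin, was higher by 0.49 (SE 0.076, FC 1.40, limma adjusted p = 0.00135), and Lamp2, a lysosomal membrane gene, by 0.37 with probe ILMN_2508945 (SE 0.062, FC 1.29, limma adjusted p = 0.00206). The other 3 Lamp2 probes differed by -0.16, -0.12 and 0.04 and did not pass. Outside the X-linked set, Rap2c (0.50), LOC665281 (0.37) and LOC100039346 (0.36) were higher at a limma adjusted p of 0.0212, 0.0297 and 0.0327 over all probes, and Armcx4 differed by -0.05 (limma adjusted p = 0.807). The call of Rap2c was lost without XX pool 1 (limma adjusted p = 0.0563) or XX pool 3 (0.0933), that of LOC665281 without XX pool 1 (0.0644), XX pool 3 (0.123) or XmO pool 2 (0.0506), and that of LOC100039346 without XX pool 1 (0.0853), XX pool 2 (0.0548), XX pool 3 (0.112), XmO pool 1 (0.0524), XmO pool 2 (0.0514) or XmO pool 3 (0.0544). Rgn and Lamp2 kept their calls without any single pool.

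**Figure D2:**
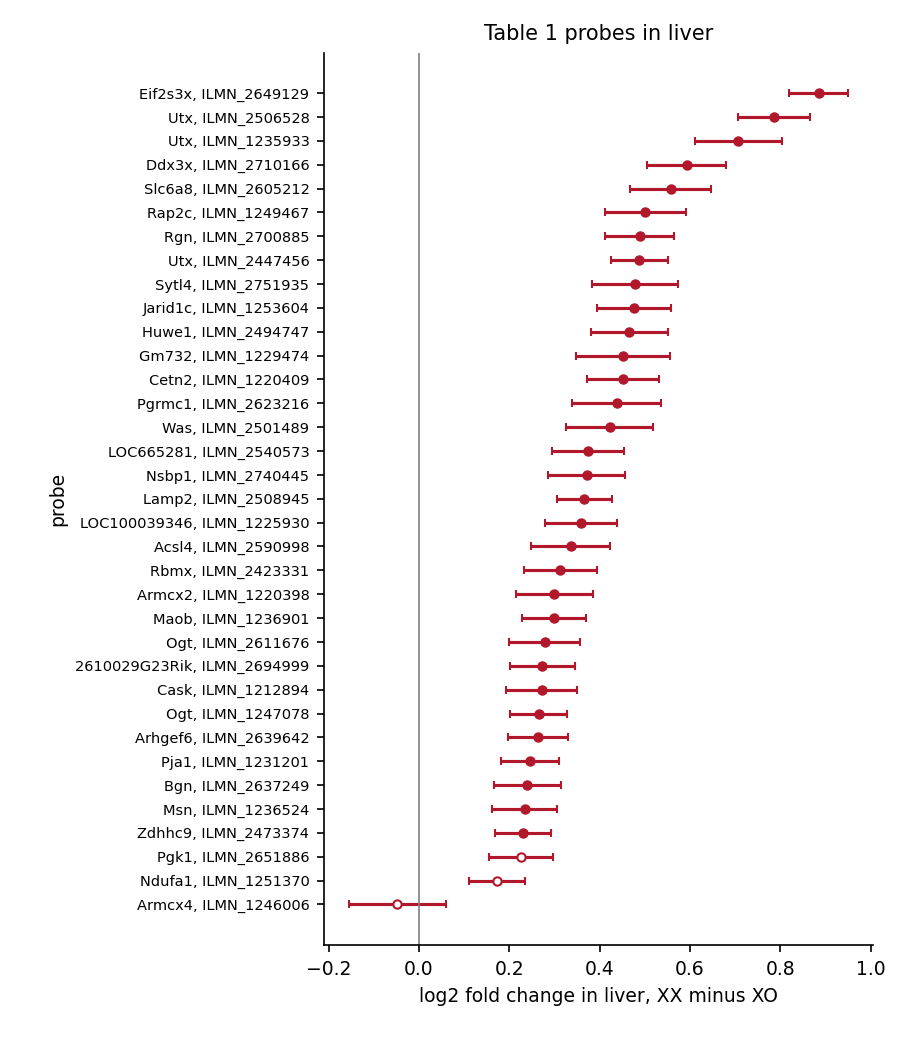
Log2 difference between XX and XO mice in liver (horizontal axis) of the 35 detected probes of Table 1; points are differences, bars are standard errors from 3 XX and 6 XO pools, filled points passed at an adjusted p of 0.05 and open points did not. The 32 filled points lie to the right of 0, and the open points are Pgk1, Ndufa1 and Armcx4.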

In liver a higher number of probes, corresponding to 31 different genes, were significantly overexpressed in XX mice (Table 1); *Eif2s3x*, *Utx, Ddx3x *and *Jarid1c *were all highly significant (*P *≤ 0.01). 

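Higher X-linked probes in liver, leaving out Xist, had an FC of 1.17 to 2.04 among those that passed. For the genes that the paper names as expressed at low levels, the probes' log2 signals in XX mice were those of Gm732 (6.55), Jarid1c (6.95), Was (6.95), Sytl4 (7.09), Cetn2 (7.51), Ogt (7.80 and 8.79), Slc6a8 (7.89) and Arhgef6 (7.95). Signals of different probes do not rank genes by expression. Slc6a8, a creatine transporter gene, was higher by 0.56 (SE 0.090, FC 1.47, limma adjusted p = 0.00152), Cetn2, a centrin gene, by 0.45 (SE 0.080, FC 1.37, limma adjusted p = 0.00268) and Sytl4, a gene of vesicle transport, by 0.48 (SE 0.095, FC 1.39, limma adjusted p = 0.00627), and each was kept without any single pool. Was, the Wiskott-Aldrich gene, was higher by 0.42 (SE 0.097, limma adjusted p = 0.0137) and lost its call without XX pool 3 (0.0597). Ogt, the O-GlcNAc transferase gene, was higher with a pair of probes (0.27 and 0.28, limma adjusted p = 0.0162 and 0.0326), and the third differed by -0.19 (limma adjusted p = 0.178). The first Ogt probe lost its call without XX pool 2 (limma adjusted p = 0.0530) or XX pool 3 (0.0732), and the other without XX pool 1 (0.115), XX pool 3 (0.140), XmO pool 1 (0.0571), XmO pool 2 (0.0588) or XmO pool 3 (0.0566). Gm732 was higher by 0.45 (SE 0.10, limma adjusted p = 0.0333 over all probes) and lost its call without XX pool 1 (0.0961), XX pool 2 (0.0638), XX pool 3 (0.0924), XpO pool 2 (0.0501), XmO pool 2 (0.0606) or XmO pool 3 (0.0574).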

The fold change differences in expression between the two groups in this tissue ranged from 1.1 to 1.8 for the probes with significant p-values although some were expressed at low levels in both groups (*Ogt*, *Cetn2*, *Arhgef6*, *Jarid1c*, *Slc6a8*, *Sytl4, Was *and *Gm732*). The limma analysis we performed also produces a B-statistic, the log-odds that a gene is differentially expressed, which provides an additional measure of the strength of each candidate. The 11 probes presenting the largest p-values in liver all present a B < 0 and have therefore less than 50% chance of being differentially expressed. 

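Among the 44 X-linked probes that passed with higher levels in XX mice in liver, 29 had a limma B statistic below 0 and 15 had one above. Pja1 (B = -1.23), Arhgef6 (-1.12), Maob (-0.69) and Nsbp1 (-0.42) were among those below 0. Lamp2 (2.11), Huwe1 (1.35) and Jarid1c (1.91) were among those above. In kidney 1 of 9 higher probes had a B below 0, in muscle 5 of 12 and in brain 2 of 3.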

*Pgk1*, a gene that undergoes X inactivation, is amongst these, although presenting a small FC. 

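Pgk1, a glycolytic enzyme gene, was higher in the liver of XX mice by 0.23 with probe ILMN_2651886 (SE 0.071, FC 1.17, B = -2.49) and did not pass over all probes (limma adjusted p = 0.0731). Adjusted together with the X-linked probes, an alternative chosen after its value was seen, it passed (0.0469). Pgrmc1, which encodes a membrane component of progesterone signalling, was higher by 0.44 with probe ILMN_2623216 (SE 0.098, FC 1.35, B = -0.23, limma adjusted p = 0.0137), with 2 of 3 XX pools above every XO pool. The Pgrmc1 call was lost without XX pool 1 (limma adjusted p = 0.0589) or XX pool 3 (0.0728).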

We tested one other gene with B < 0 by qPCR (*Pgrmc1*) but could not confirm differential expression (FC= 1 ± 0.21; P > 0.05), advising caution in considering these 11 genes as differentially expressed.

The array also includes a probe annotated as representing *Sts *(*Steroid Sulfatase*), a gene in the mouse pseudoautosomal region. Keitges *et al*. [31] have suggested that this gene escapes inactivation, based on the comparison of the level of enzyme activity in somatic tissues of XX, XO and XY mice. There are, however other reports with conflicting results in the literature [31-33]. According to our microarray analysis *Sts *is not differentially expressed in any of the tissues tested and we were unable to design appropriate primers on exon-exon boundaries in order to validate our microarray results by quantitative PCR, since the genomic sequence of *Sts *was not available in any of the databases searched (NCBI, UCSC Genome Browser and Ensembl). A Blat search http://genome.ucsc.edu/cgi-bin/hgBlat?command=start of the probe sequence retrieved no matches, indicating that the gene is not on the current genome assembly (July 2007). *Enox *(*AK137473*), another gene recently described as escaping X inactivation [34] is not represented on the array.

We analysed several of the significant genes by both microarrays and qPCR. At present, a standard definition of validation of microarray results by qPCR is still lacking and it is common practice to simply compare FC values. We required significant p-values in both methodologies as criteria for full concordance. This is especially important when small expression differences between groups are sought and it is difficult to define a fold change cut-off value. 

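Eif2s3x, Utx, Ddx3x, Jarid1c and 2610029G23Rik were measured by 8 probes. Of these, 7 passed in liver, 5 in kidney and 4 in muscle, all higher in XX mice. None passed in brain with limma, where 3 had an unadjusted p under 0.05 (2610029G23Rik, Eif2s3x and probe ILMN_2492140 of Jarid1c). Usp9x, which the paper cites from earlier work as higher in XX than in XY brain, was tested together with Eif2s3x, Utx, Ddx3x and Jarid1c as a list of 5 genes. Usp9x itself was lower in the muscle of XX mice (-0.20, limma adjusted p = 0.211 over all genes) and did not pass. In liver the list was higher in XX mice (median 0.59, 4 genes past the threshold over all genes and 4 adjusted over the list alone), and limma's camera gave an adjusted p of 7.44e-06, and 0.0387 with an estimated correlation. The latter was kept without XX pool 3 (limma's camera, adjusted p = 0.0493) and with quantiles within the tissue (0.0407), and lost without XX pool 1 (0.121), XX pool 2 (0.0709), XpO pool 1 (0.0843), XpO pool 2 (0.0733), XpO pool 3 (0.0766), XmO pool 1 (0.0689), XmO pool 2 (0.0529) or XmO pool 3 (0.0622), against XpO (0.192) or XmO pools alone (0.412), with median scaling (0.143) and with the pool number as a block (0.142). In kidney (median 0.37, 2 genes higher over all genes and 4 adjusted over the list alone) limma's camera gave 1.26e-05. In muscle (median 0.32, 1 gene higher over all genes, and 3 higher and 1 lower adjusted over the list alone) it gave 0.0209, and in brain (median 0.16, no gene over all genes and 1 higher adjusted over the list alone, limma) it gave 0.0254. With an estimated correlation the list did not pass in these 3 tissues in limma's camera (0.121, 0.661 and 0.288). Muscle lost the call without XX pool 1 (limma's camera, adjusted p = 0.0919), and brain without XX pool 3 (0.135), XpO pool 1 (0.226), XpO pool 2 (0.0776) or XpO pool 3 (0.0591). Apart from Usp9x, the study names these genes from the same samples as well as from earlier work, so the list is not independent evidence.

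**Figure D3:**
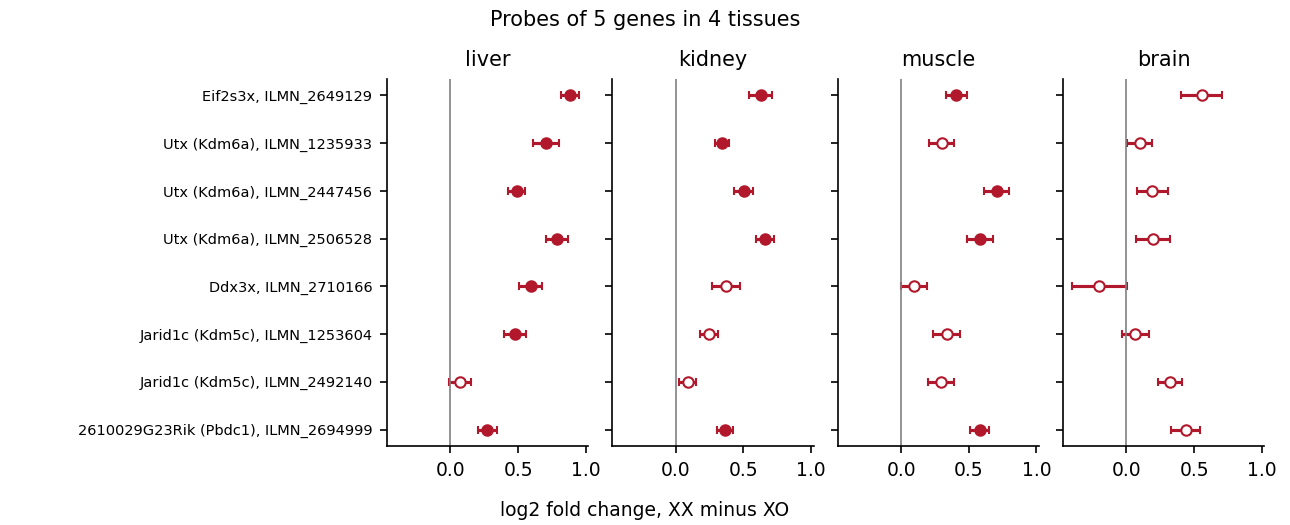
Log2 difference between XX and XO mice (horizontal axis) of the 8 probes of Eif2s3x, Utx, Ddx3x, Jarid1c and 2610029G23Rik in each tissue. Points are differences, bars are standard errors, filled points passed at an adjusted p of 0.05 over the X-linked probes and open points did not. Filled points number 7 in liver, 5 in kidney, 4 in muscle and 0 in brain.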

Five of the genes that were significant by microarray analysis were tested by qPCR in all four tissues (*Eif2s3x, Utx, Ddx3x, Jarid1c *and *2610029G23Rik*). Overall, FC estimates obtained by both methods were roughly concordant and all genes were significantly overexpressed by qPCR in at least one of the tissues tested (see Table 1). *Pja1 *was significant by microarray in liver but by qPCR the differences did not reach significance in liver or kidney, the two tissues where the expression levels allowed the determination of reliable standard curves, although the FC estimates obtained were similar. 

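Pja1 encodes a ubiquitin ligase and was measured by 2 probes. ILMN_1231201 was higher in the liver of XX mice by 0.25 (SE 0.063, FC 1.19, limma adjusted p = 0.0230), with all 3 XX pools above every XO pool, and ILMN_2516312 differed by 0.09 (limma adjusted p = 0.354). The call was lost without XX pool 1 (limma adjusted p = 0.0606) or XX pool 3 (0.104). In kidney the probes differed by 0.12 and 0.03 (limma adjusted p = 0.435 and 0.843) and in brain by -0.14 and 0.29 (limma adjusted p = 0.985 and 0.398). The difference of ILMN_1231201 was larger in liver than in brain by 0.39 (limma adjusted p = 0.0238), a call lost without liver XX pool 3 (0.0617) or brain XX pool 3 (0.0934), and was not shown to differ from kidney (0.13, limma adjusted p = 0.666).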

We could not confirm *Lamp2 *and *Nsbp1 *overexpression in liver by qPCR (1.04 ± 0.10; P < 0.05) and therefore these genes were not tested in the other tissues. Additionally, four of the significant genes presenting FC < 1.2 were tested (*Ogt, Maob, Ndufa1 *and *Pnck*); by qPCR only *Pnck *was significantly overexpressed (FC = 1.22 ± 0.27; P < 0.05).

Amongst the transcripts that reached the significance level in more than one tissue by both approaches, one has not been previously described as escaping X inactivation (*2610029G23Rik*). 

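2610029G23Rik (Pbdc1 in the gene annotation, ILMN_2694999) was higher in XX mice by 0.58 in muscle (SE 0.070, FC 1.50, limma adjusted p = 0.000932), 0.36 in kidney (SE 0.058, FC 1.29, limma adjusted p = 0.00249) and 0.27 in liver (SE 0.071, FC 1.21, limma adjusted p = 0.0234). In brain the difference was 0.44 (SE 0.11, FC 1.35) and did not pass (limma adjusted p = 0.338). All 3 XX pools lay above every XO pool in each of the 4 tissues. The calls in muscle and kidney were kept without any single pool, and that in liver was lost without XX pool 1 (limma adjusted p = 0.0606) or XX pool 3 (0.118). Over all probes it passed in muscle (limma adjusted p = 0.0436) and not in kidney (0.0640).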

The function of *2610029G23Rik *and its human homologue *CXorf26 *have not yet been determined.

### Analysis of allelic expression

To definitely prove escape from X inactivation, expression from both the active and the inactive X chromosomes should be demonstrated. Ideally single cell analysis should be performed, since every female is a mosaic of cells with either the maternal or the paternal X chromosome active and therefore in a tissue homogenate of a heterozygous female, expression from both alleles would be detected not only from those genes escaping X inactivation but also from inactive genes. Alternatively a system in which X inactivation is skewed towards one of the X chromosomes can be used, such as 40,T(X;16)16H female mice carrying the Searle's translocation. In these females the normal X chromosome is always inactive [35] and therefore biallelic expression, detected through the analysis of sequence polymorphisms, indicates escape from X inactivation. We have analysed the transcripts of three of the genes detected as differentially expressed in our microarray analysis in cDNA samples of the F1 females of a cross between a T(X;16)16H female, kept on a mixed C3H/He and 129/Sv background, and a FVB/NHsd male. Two of the F1 females from this cross presented DNA sequence polymorphisms within the coding region and/or the UTRs of *Huwe1*, *Arhgef6 *and *Nsbp1*; however, for all three genes tested, at the cDNA level only the allele derived from the active X chromosome was detected by direct sequencing and single-base primer-extension (SNaPshot) (Table 2). The second method is also based in a fluorescent dideoxy terminator reaction and has been applied previously to the detection of allele-specific expression on the X chromosome [7]. We were therefore unable to demonstrate expression from both X chromosomes, for these candidate genes.

**Table 2:** Allelic expression analysis in T16H mice

		Female 1		Female 2	
		**gDNA**	**cDNA**	**gDNA**	**cDNA**
***Huwe1***	rs29297624	CT	C	CT	C
	rs29296351	CG	G	CG	G
	rs29294894*	GT	G	GT	G
	rs29295859	CT	C	CT	C
***Arhgef6***	rs13475263*	AC	A	AC	A
***Nsbp1***	rs29091513*	CT	C	CT	C

Allelic expression of X chromosome genes in two F1 females, from a cross of a 40,T(X;16)16H female and an FVB/NHsd male, detected in genomic DNA (gDNA) and in cDNA from different tissues (liver, kidney, muscle and brain). All SNPs in the table were analysed by direct sequencing in liver; those marked as * were also verified by SNaPshot in liver, kidney, muscle and brain. In all cases only the allele on the X chromosome carrying the translocation (active) was detected in the cDNA.

### Secondary transcriptional alterations

In view of the larger number of X-linked probes found to be more highly expressed in the liver of XX mice, we performed a second analysis including all probes in the array which were detected in this tissue, to verify if any autosomal transcripts were deregulated between the two groups of mice. In this genome-wide analysis 1402 probes (out of 19,887) were significantly different between genotypes at the 0.05 significance level after correcting for the number of genes tested (see Additional file 1); of these, 686 (34 annotated to the X-linked and 584 to the autosomes) were detected more abundantly in XX mice, while the remaining 716 (14 annotated to the X chromosome and 673 to the autosomes) were more highly expressed in the XO genotype. 

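Over all detected probes in liver, 1133 of 19878 passed, 549 higher in XX mice and 584 lower, beside 5219 before adjustment. With median scaling in place of quantiles 139 were higher and 1288 lower. With 3 XX against 3 XO pools in each fit, 2 probes passed against XpO pools alone and 352 against XmO pools alone. These fits are equal in arrays, so the number of arrays does not explain the gap, and its cause was not tested. A count past a threshold does not measure the size of the differences. With the probes of a gene averaged, Ndufa6 differed by 0.34 against XpO pools and 0.35 against XmO pools. Ndufb7 differed by -0.37 and -0.26, and neither gene passed in either fit. By the sample labels XmO mice come from another cross than XX and XpO mice. The comparison with XmO pools, and in part that with all XO pools, is thus also one of crosses. Autosomal probes among the 1133 numbered 384 higher and 461 lower, X-linked probes 30 higher and 12 lower, and 246 had no chromosome in the annotation. Ptgds, a prostaglandin synthase gene, was higher by 0.77 (SE 0.088, limma adjusted p = 0.00435), and Lsp1, a leukocyte protein gene, by 0.69 (SE 0.093, limma adjusted p = 0.0101). Lower in XX mice were Lrrc61, a leucine-rich repeat gene (-0.67, SE 0.084, limma adjusted p = 0.00875), Ccl21b, a chemokine gene (-0.81, SE 0.12, limma adjusted p = 0.0126), and Eme1, a DNA endonuclease gene (-1.33, SE 0.25, limma adjusted p = 0.0222). These genes were chosen among the probes past the threshold whose 3 XX pools lay apart from every XO pool, so that separation is not further evidence for them. It held for 1069 of the 1133 probes. Without XX pool 3 the count was 5 and Ptgds (limma adjusted p = 0.0558), Lsp1 (0.0700), Lrrc61 (0.0638), Ccl21b (0.0700) and Eme1 (0.103) did not pass, and without XX pool 1 Eme1 did not (0.0593). The count was 153 without XX pool 1, 670 without XX pool 2, 610 without XpO pool 3, 273 without XmO pool 1, 347 without XmO pool 2 and 329 without XmO pool 3.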

We confirmed by qPCR one of the autosomal genes significantly overexpressed in XX females in liver, *Argininosuccinate synthetase 1*, *Ass1 *(FC = 1.49 ± 0.27; P < 0.05), which codes for one of the enzymes of the arginine biosynthetic pathway. 

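On the array, Ass1 read 14.3 ± 0.12 (SD, n = 3 pools) in the liver of XX mice and 13.8 ± 0.08 (SD, n = 6) in that of XO mice with probe ILMN_1247811. The log2 difference was 0.52 (SE 0.076, FC 1.44, limma adjusted p = 0.0126 over all probes), and all 3 XX pools lay above every XO pool. The call was lost without XX pool 3 (limma adjusted p = 0.0790). Tested between tissues, the difference in liver was 0.60 above that in muscle (limma adjusted p = 0.0670), 0.64 above that in brain (0.0713) and 0.39 above that in kidney (0.468), none of which passed.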

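Eif2b2 and Eif2b5 encode subunits of eIF2B, which recharges translation initiation factor eIF2, and both were lower in the liver of XX mice. Eif2b2 (ILMN_2762301) read 8.35 ± 0.02 (SD, n = 3 pools) in XX and 8.65 ± 0.04 (SD, n = 6) in XO mice, a log2 difference of -0.30 (SE 0.059, limma adjusted p = 0.0263 over all probes). Eif2b5 differed by -0.31 with probe ILMN_2715215 (SE 0.063, limma adjusted p = 0.0289) and by -0.0043 with ILMN_2602140 (limma adjusted p = 0.981). For both genes the 3 XX pools lay below every XO pool with the probe that passed. Eif2b2 lost its call without XX pool 1 (limma adjusted p = 0.0564) or XX pool 3 (0.103), and Eif2b5 without XX pool 1 (0.0667), XX pool 3 (0.113) or XmO pool 2 (0.0513). The difference of Eif2b2 in liver lay below that in muscle by a log2 of -0.63 (limma adjusted p = 0.000459, 0.000404 to 0.00241 over the alternatives) and was not shown to differ from that in kidney (-0.23, limma adjusted p = 0.329). Of 6 measured genes of eIF2 and eIF2B, 1 was lower over all genes and 2 adjusted over the list alone, and the list did not pass in camera (adjusted p = 0.0712, or 0.427 with an estimated correlation).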

Interestingly, the autosomal genes *Eif2b2 *and *Eif2b5*, which encode two of the subunits of the eukaryotic translation initiation factor 2B, were amongst the most significant probes in this genome-wide comparison (*P *= 0.005 and *P *= 0.007, respectively). In humans, mutations in these genes have been detected in females with POF (Premature Ovarian Failure) and it has been hypothesized that EIF2B2 dysfunction in humans may be related to increased apoptosis of ovarian follicles [36].

To further clarify if the alterations observed in autosomal gene expression were specific to liver, and are thus more likely downstream effects of the differential expression detected for several X-linked genes in this tissue, we extended the genome-wide statistical analysis to the remainder of the tissues. 

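Over all detected probes, 11 of 23417 passed in kidney (3006 before adjustment), all higher in XX mice, 2 of 21810 in muscle (Xist and 2610029G23Rik, 3381 before adjustment) and 1 of 24863 in brain (Xist, 667 before adjustment). In kidney these were probes of Xist, Utx (3), Erdr1, Eif2s3x, Clic6, Acacb, 2510022D24Rik and 1810009N02Rik and the unnamed probe ILMN_1231627. Clic6 was higher by 0.73 (SE 0.077, FC 1.65, limma adjusted p = 0.00381), 2510022D24Rik by 0.63 (SE 0.068, limma adjusted p = 0.00381), 1810009N02Rik by 0.80 (SE 0.10, limma adjusted p = 0.0131) and Acacb, an acetyl-CoA carboxylase gene, by 0.58 (SE 0.077, limma adjusted p = 0.0181), with all 3 XX pools above every XO pool. Acacb lost its call without XX pool 2 (limma adjusted p = 0.111), XpO pool 1 (0.0532), XmO pool 1 (0.0573) or XmO pool 3 (0.0504), and 1810009N02Rik without XX pool 2 (0.0843). Rtn4 differed in kidney by 0.25 (SE 0.049, limma adjusted p = 0.143). In muscle Kremen1 was higher by 0.43 (SE 0.066, limma adjusted p = 0.0745), Casq1 higher by 0.42 (SE 0.072, limma adjusted p = 0.0827) and Rab33b lower (-0.39, SE 0.065, limma adjusted p = 0.0824), with the 3 XX pools apart from every XO pool, and none passed. The other Rab33b probe differed by 0.16, against the first in sign. With median scaling, or with one model for all arrays, many more probes passed in muscle. Kidney counts were 184 without XX pool 1, 5 without XX pool 2, 43 without XX pool 3, 7 without XpO pool 1, 7 without XpO pool 2, 20 without XpO pool 3, 7 without XmO pool 1 and 6 without XmO pool 3, and the muscle count was 4 without XX pool 1, 36 without XX pool 3 and 1 without XX pool 2, XpO pool 2, XmO pool 1, XmO pool 2 or XmO pool 3.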

In kidney and muscle datasets only a small number of genes were detected as differentially expressed at a 0.05 significance level after FDR correction (6 genes in kidney: *Clic6, 2510022D24Rik, Erdr, 11810009N02Rik, LOC100047358, Rtn4*; 3 genes in muscle: *Kremen, Casq1, Rab33b*). Therefore the autosomal expression perturbations were more pervasive in the liver of monosomic mice, where the differences in X-linked expression are more pronounced.

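Autosomal probes past the threshold numbered 845 of 14578 in liver and 2 of 16941 in kidney, and with limma none of 15889 in muscle and none of 17614 in brain, where the unadjusted counts over all probes were 3381 and 667. In liver 10.2% of the X-linked probes and 5.80% of the autosomal probes passed over all probes. A test of the difference between tissues called 1996 probes for liver against muscle, 775 for liver against brain and 28 for liver against kidney, and 52, 35 and 2 X-linked probes when these were adjusted alone. As many were called against brain in 8 of 100 splits of the arrays (highest other 1961). In liver and muscle 14.8% and 11.0% of the probes detected in no tissue had an unadjusted limma p under 0.05. The BeadChips are not named, so a chip effect in the contrast of liver with muscle cannot be told apart from genotype. Slc6a8 was among the X-linked probes called, its difference being 0.64 larger in liver than in kidney (limma adjusted p = 0.0477), 0.60 larger than in muscle (0.0103) and 0.78 larger than in brain (0.0018). The call of Slc6a8 against kidney held under 8 of 21 alternatives. It was lost with the authors' values (0.39, limma adjusted p = 0.110), without liver XX pool 2 (0.107), XX pool 3 (0.0996), XpO pool 1 (0.0546), XpO pool 3 (0.0501), XmO pool 1 (0.0638), XmO pool 2 (0.0791) or XmO pool 3 (0.100), and without kidney XX pool 2 (0.195), XX pool 3 (0.0729), XpO pool 1 (0.0765), XpO pool 3 (0.0764) or XmO pool 1 (0.0603). That against brain was lost with the authors' values (0.49, limma adjusted p = 0.0798). Against kidney the count was 54 without liver XX pool 1, 4 without liver XX pool 3, 45 without liver XpO pool 1, 6 without kidney XX pool 3, 4 without kidney XmO pool 1, 16 without kidney XmO pool 2 and 0 without kidney XX pool 2 or XmO pool 3. Against muscle it was 995 without liver XX pool 3 and 1313 without muscle XX pool 3. Against brain it was 195 without liver XX pool 3, 462 without liver XmO pool 3, 508 without brain XX pool 2, 136 without brain XX pool 3, 1213 without brain XpO pool 1, 365 without brain XmO pool 1 and 503 without brain XmO pool 3. From the counts of genes in each tissue the paper concludes that autosomal expression is perturbed more widely in liver, where X-linked expression differs most.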

#### Enrichment of functional categories

We performed a functional enrichment analysis for the liver dataset in FatiGO http://www.babelomics.org/, by comparing the Gene Ontology (GO) terms corresponding to the significant genes detected at the genome-wide level (1340 annotated genes after removing duplicates; Additional file 1) to the list of all probes present in the array (14,964 annotated probes after removing duplicates), by means of a Fisher's exact test.

Several terms related to metabolic and biosynthetic pathways, namely energy metabolism, were overrepresented in the set of significant genes and cytoplasmic/mitochondrial subcellular location was also more frequent (Table 3). 

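Genes of NADH dehydrogenase (complex I) made up a larger share of the genes that differed in liver than of the other genes tested. Of 32 measured complex I genes, 8 passed with at least 1 probe (25.0%), against 839 of 10558 other genes (7.95%), an odds ratio of 3.86 (95% interval 1.49 to 8.92, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0151 over the lists). This test treats genes as independent, although all were measured on the same arrays. Its p and interval therefore do not measure the spread between pools. Of 35 genes of complexes II to V 5 passed (adjusted p = 0.247), of 73 mitochondrial ribosomal protein genes 9 (adjusted p = 0.247), of 36 proteasome genes 6 (adjusted p = 0.159) and of 46 cytoplasmic ribosomal protein genes 3 (adjusted p = 1), all with Fisher's exact test. The complex I call was lost without any 1 of the 9 liver pools, with an odds ratio of 0 without XX pool 1 or XX pool 3, 1.33 without XmO pool 2, 1.38 without XmO pool 3, 2.83 without XX pool 2, 2.90 without XpO pool 1, 3.20 without XpO pool 2, 3.25 without XpO pool 3 and 3.60 without XmO pool 1.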

Several of the genes coding for NADH dehydrogenase subunits, the first enzyme (complex I) of the mitochondrial electron transport chain, are differentially expressed between XX and XO mice, although there is no clear trend towards an up- or down-regulation of the autosomal components of this enzymatic complex. 

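Complex I genes differed in both directions in the liver of XX mice. With the probes of each gene averaged, Ndufa6 was higher by 0.35 (limma adjusted p = 0.0243) and Ndufb9 by 0.25 (0.0293), while Ndufb7 was lower (-0.31, limma adjusted p = 0.0244), as were Ndufv1 (-0.30, 0.0278) and, named after their values were seen, Ndufa4 (-0.23, 0.0344) and Ndufb6 (-0.22, 0.0471). Over all genes 2 of 32 were higher and 4 lower, and adjusted over the list alone 6 were higher and 8 lower. The list's median was -0.0054 and its mean 0.017, which differ in sign. The mean rests on Ndufb10 (1.30), and that of the other 31 genes was -0.024. The list did not pass as a set in limma's camera (lower, adjusted p = 0.686). Limma's fry, which tests whether genes of a set change in either direction, gave an adjusted p of 9.18e-07, but this test passed for 19 of 34 lists in liver, with the same value for the initiation factors, so it does not set complex I apart. Calls were lost without XX pool 1 for Ndufa6 (limma adjusted p = 0.0627), Ndufb9 (0.0748), Ndufb7 (0.0641) and Ndufv1 (0.0663), without XX pool 3 for the same genes (0.103, 0.104, 0.103 and 0.105), without XX pool 2 for Ndufb9 (0.0516) and without XmO pool 1 for Ndufb9 (0.0559) and Ndufv1 (0.0535). The call of Ndufa4 was lost without XX pool 1 (limma adjusted p = 0.0771), XX pool 2 (0.0596), XX pool 3 (0.124), XpO pool 2 (0.0509), XpO pool 3 (0.0557), XmO pool 1 (0.0640) or XmO pool 2 (0.0596), and that of Ndufb6 without any 1 of the 9 pools (0.0598 to 0.184).

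**Figure D4:**
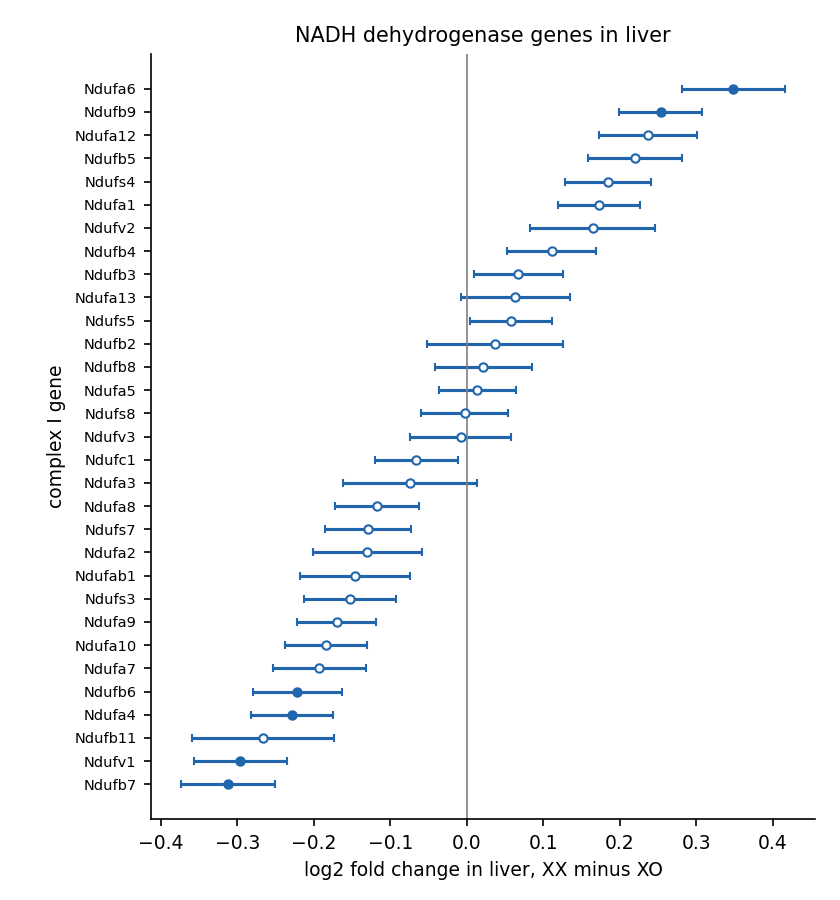
Log2 difference between XX and XO mice in liver (horizontal axis) of 31 complex I genes; points are differences, bars are standard errors from 3 XX and 6 XO pools, filled points passed at an adjusted p of 0.05 over all genes and open points did not, and Ndufb10 is left out. Of the 6 filled points, 2 lie to the right of 0 and 4 to the left.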

*Ndufa1*, the subunit encoded by an X-linked gene, is significantly overexpressed in XX females by microarray but not by qPCR. 

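Ndufa1 differed by 0.17 in liver with probe ILMN_1251370 (SE 0.062, FC 1.13), with all 3 XX pools above every XO pool, and did not pass over the X-linked probes (limma adjusted p = 0.0823). It passed in the authors' normalised values (limma adjusted p = 0.0121), the lowest of 0.0121 to 0.791 over the alternatives.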

The modest increase in expression of this gene, as well as the differences found in other energy metabolism genes, such as *Cytochromeb5 Reductase1 *(*Cyb5r1*) and the *Crystallin Zeta *quinone reductase (*Cryz*), and in genes encoding other mitochondrial proteins, may be due to a global alteration of the gene expression networks relevant for mitochondrial metabolism.

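Cyb5r1, a cytochrome b5 reductase gene, was higher in the liver of XX mice by 0.30 (SE 0.067, FC 1.23, limma adjusted p = 0.0332), and Cryz, a quinone reductase gene, by 0.33 with probe ILMN_1232686 (SE 0.061, FC 1.26, limma adjusted p = 0.0228). Both had all 3 XX pools above every XO pool, and the other Cryz probes differed by 0.03 and -0.09. Cryz lost its call without XX pool 1 (limma adjusted p = 0.0542) or XX pool 3 (0.103), and Cyb5r1 without XX pool 1 (0.0831), XX pool 2 (0.0589), XX pool 3 (0.112), XpO pool 3 (0.0535), XmO pool 1 (0.0524), XmO pool 2 (0.0600) or XmO pool 3 (0.0545). Of 73 mitochondrial ribosomal protein genes, Mrpl46 (-0.40) and Mrpl42 (-0.34) were among 5 lower in XX mice, and 1 was higher (8 and 1 adjusted over the list alone). This list was lower as a set (median -0.087, adjusted p = 0.00779 in limma's camera), a call that did not hold with an estimated correlation (adjusted p = 0.802). Genes of complexes II to V went both ways, with 1 of 35 higher and 3 lower (5 and 4 adjusted over the list alone), a median of 0.0058 and a mean of -0.0073, which differ in sign, and did not pass in limma's camera (adjusted p = 0.985). Without XX pool 3 neither Mrpl46 (limma adjusted p = 0.0960) nor Mrpl42 (0.103) passed. The paper proposes that Ndufa1 and these genes may reflect a change in the expression networks of mitochondrial metabolism.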

**Table 3:** GO biological processes overrepresented in the list of deregulated genes in liver

GO group	P-value
cytoplasmic part (GO:0044444)	3,35E-10
cytoplasm (GO:0005737)	2,11E-09
mitochondrion (GO:0005739)	6,64E-07
ribonucleoprotein complex (GO:0030529)	1,23E-04
mitochondrial part (GO:0044429)	1,92E-04
intracellular part (GO:0044424)	1,19E-03
biosynthetic process (GO:0009058)	1,69E-03
organelle envelope (GO:0031967)	1,85E-03
organelle inner membrane (GO:0019866)	2,22E-03
cellular metabolic process (GO:0044237)	4,51E-03
intracellular (GO:0005622)	6,98E-03
membrane-bound organelle (GO:0043227)	7,50E-03
organelle part (GO:0044422)	7,50E-03
ribosome (GO:0005840)	1,24E-02
cellular biosynthetic process (GO:0044249)	1,60E-02
organelle membrane (GO:0031090)	1,65E-02
translation (GO:0006412)	1,66E-02
intracellular membrane-bound organelle (GO:0043231)	2,52E-02
intracellular organelle part (GO:0044446)	2,52E-02
proteasome complex (sensu Eukaryota) (GO:0000502)	4,21E-02
intracellular organelle (GO:0043229)	4,21E-02

Functional groups regulated in liver whole genome analysis. Functional enrichment analysis performed in FatiGO http://www.babelomics.org/ by Fisher's exact test followed by FDR correction considering the number of functional groups tested.

#### Enrichment of transcription factor binding sites

Considering that several functional categories are overrepresented in our liver dataset it is plausible that the expression of some X chromosome genes may be perturbed indirectly through the action of shared transcription factors within an expression network. To further explore this hypothesis we searched for conserved binding sequences for known transcription factors within the 5000 bp upstream and downstream the TSS of those genes that were overexpressed in XX compared to XO females and performed an analysis of TFBS enrichment using the oPOSSUM web tool http://www.cisreg.ca/oPOSSUM/. Following FDR correction the genes overexpressed in liver showed enrichment for six transcription factors (NKX3-1, Lhx3, HLF, Foxa2, Prrx2, Foxd3; P < 0.05, Fisher's exact test).

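Huwe1, Arhgef6 and Nsbp1 were each higher in the liver of XX mice. Huwe1, a ubiquitin ligase gene, was higher by 0.47 with probe ILMN_2494747 (SE 0.086, FC 1.38, limma adjusted p = 0.00369), a call kept without any single pool, while its other 3 probes differed by 0.12, -0.03 and -0.0079. Arhgef6, a guanine nucleotide exchange factor gene, was higher by 0.26 with ILMN_2639642 (SE 0.067, FC 1.20, limma adjusted p = 0.0225), and Nsbp1 (Hmgn5 in the gene annotation), a nucleosome-binding protein gene, by 0.37 with ILMN_2740445 (SE 0.085, FC 1.29, limma adjusted p = 0.0137). All 3 XX pools lay above every XO pool for the probes that passed. Arhgef6 lost its call without XX pool 1 (limma adjusted p = 0.0606) or XX pool 3 (0.0870), and so did Nsbp1 (0.0567 and 0.0829). Huwe1 differed more in liver than in muscle by 0.59 (limma adjusted p = 0.0180), lost without liver XX pool 1 (0.0511), and more than in brain by 0.64 (0.0139), lost without brain XX pool 3 (0.0657) and with the authors' values (0.55, limma adjusted p = 0.0706). Nsbp1 differed more in liver than in muscle by 0.59 (limma adjusted p = 0.0203), lost without liver XX pool 3 (0.0561) or muscle XX pool 1 (0.0714).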

Interestingly, several overexpressed genes located on the X chromosome, including *Huwe1*, *Arhgef6 *and *Nsbp1*, present TFBS for one or more of these transcription factors. It seems plausible that in XX females higher transcriptional output of some of the genes that escape X inactivation may lead to a secondary upregulation of other genes on the X chromosome belonging to the same transcriptional networks, which will therefore be overexpressed even though not escaping X-inactivation.

## Discussion

In the present analysis we aimed to detect differences in X-linked expression between XX and XO mouse females in four different tissues, to fully characterize the genes escaping X inactivation in this model and to increase our understanding of the basis of the different phenotypes of X monosomic females in humans and mice.

The identification of genes differentially expressed through the statistical analysis of microarray data represents a challenge and the application of this technique to the identification of genes escaping X inactivation is of added difficulty. Due to the biological nature of the differences we were aiming to detect, i.e., expression from the active X chromosome, which is inherently upregulated [1], and from the inactive X, which should reach at most half of that of its counterpart, a modest overexpression of a maximum of 1.5-fold is expected between groups for those genes escaping inactivation [37]. In fact, it has been demonstrated experimentally that expression from the inactive X chromosome, compared to the active X, can be as low as 5%-15% [7]. Therefore, minor differences between XX and XO mice for genes escaping X inactivation are not unexpected.

While there was an overall agreement on the direction of change obtained by microarray and qPCR in our study, the concordance between the two approaches was not complete. It is widely accepted that several factors can contribute to discrepancies between microarray and qPCR data and each technique presents advantages and pitfalls. In a recent assessment it has been established that even though lower fold changes in microarray data (<1.4) are less likely to be confirmed by qPCR, the most determinant factor in obtaining a high correlation for these two approaches is the microarray data p-value [38]. The same trend is supported by our results.

The most consistent results across tissues, obtained by both methods, were those of two of the genes previously demonstrated to escape X inactivation, *Eif2s3x *and *Utx*, and for a new candidate gene (*2610029G23Rik*). 

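The differences of Eif2s3x, Utx and 2610029G23Rik were compared between liver and each other tissue with a test of the difference itself. Eif2s3x differed more in liver than in muscle by 0.48 (SE 0.15, limma adjusted p = 0.0285), a call lost without liver XX pool 3 (0.0900) or muscle XX pool 1 (0.0920), and was not shown to differ from kidney (0.26, limma adjusted p = 0.404) or brain (0.33, limma adjusted p = 0.140). Probe ILMN_2506528 of Utx differed more in liver than in brain by 0.59 (SE 0.14, limma adjusted p = 0.00727, 0.00187 to 0.0367 over the alternatives). It was not shown to differ from kidney (0.13, limma adjusted p = 0.760) or muscle (0.20, limma adjusted p = 0.326). Utx probe ILMN_1235933 differed more in liver than in muscle by 0.41 (limma adjusted p = 0.0253) and than in brain by 0.61 (0.0018). Both calls were lost with quantiles within the tissue (limma adjusted p = 0.261 and 0.0597) and with the authors' values (0.775 and 0.232). That against muscle was also lost without liver XX pool 3 (0.0798), muscle XX pool 2 (0.0693) or muscle XX pool 3 (0.0852). For 2610029G23Rik liver lay below kidney (-0.09, limma adjusted p = 0.781), muscle (-0.31, limma adjusted p = 0.0545) and brain (-0.16, limma adjusted p = 0.317), and none of these passed.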

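Ddx3x differed more in liver than in brain by 0.79 (SE 0.20, limma adjusted p = 0.0139) in a test of the difference between tissues, and was not shown to differ from kidney (0.22, limma adjusted p = 0.676) or muscle (0.50, limma adjusted p = 0.0862). With probe ILMN_1253604, Jarid1c differed more in liver than in brain by 0.41 (limma adjusted p = 0.0296), and was not shown to differ from kidney (0.23, limma adjusted p = 0.379) or muscle (0.14, limma adjusted p = 0.465). The Ddx3x call was kept without any single pool and lost with the authors' values (0.76, limma adjusted p = 0.0580). That of Jarid1c was lost without liver XX pool 1 (limma adjusted p = 0.0705), XX pool 2 (0.0514) or XX pool 3 (0.0617), without brain XX pool 1 (0.0800), XX pool 2 (0.0831) or XmO pool 1 (0.0509), with quantiles within the tissue (0.24, limma adjusted p = 0.244) and with the authors' values (0.10, 0.417).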

*Jarid1c*, also known to escape X inactivation, and *Ddx3x*, a potential escapee, only reached significance by both methods in liver. Variable expression from the inactive X chromosome across tissues has been reported for *Jarid1c *[39,40] and may have a bearing on the results, since very small expression differences may be beyond the detection limit of both approaches.

The majority of the genes detected as differentially expressed were only so in one of the tissues analyzed, with liver presenting a noticeably larger number of genes significantly overexpressed. 

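Counted by gene, 59 X-linked genes had a probe past the threshold in 1 tissue alone, 1 (Gm10439) in a pair of tissues, 3 (Eif2s3x, Utx and 2610029G23Rik) in 3 tissues and 2 (Xist and Erdr1) in 4. Liver held 56 of these genes, muscle 13, kidney 7 and brain 2. Gm10439, named here after its values were seen, was lower in the liver of XX mice (-0.38, limma adjusted p = 0.00584), a call kept without any single pool, and higher in muscle (0.34, limma adjusted p = 0.0467), a call lost without any 1 of the 8 muscle pools (0.0595 to 0.146). A gene that passes in 1 tissue is not thereby shown to differ from the others. The test of the difference itself called Radx for liver against kidney, 0.63 higher in liver (limma adjusted p = 0.0114), which is named here after its values were seen and was lost with the authors' values (0.34, limma adjusted p = 0.196), without liver XX pool 3 (0.0996) or without kidney XX pool 2 (0.188). As one of several factors behind such patterns, the paper proposes that inactivation of some genes may be specific to a tissue or cell type.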

Several factors may underlie these observations. Variable escape from inactivation has been observed in rodent-human somatic cell hybrids and in human cell lines [7,41] as well as across human [42] and mouse tissues [39,40] and therefore inactivation patterns of some genes may be tissue- or even cell-type specific. Tissue composition is also likely to be contributing to the differences observed, particularly in brain, an organ with very complex tissue architecture, where we and others [43] were unable to detect significant differences between XX and XO mice by microarray, even though a high proportion of genes on the X chromosome are highly expressed in this tissue [1].

For several genes, more than one probe was detected and, in many cases, different probes were not concordant in defining a gene as significantly overexpressed, even in the same tissue. 

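In liver 70 X-linked genes had several detected probes, and 23 of them had at least 1 probe past the threshold. All probes passed for 4 of these genes, among them Utx and Erdr1, and for 19 some did not. Probes of 1 gene disagreed for Jarid1c, Huwe1, Lamp2, Ogt, Maob and Pja1. Maob, a monoamine oxidase gene, was higher by 0.30 with ILMN_1236901 (SE 0.071, limma adjusted p = 0.0162), lost without XX pool 3 (0.0936), and differed by -0.07 with ILMN_1258219 (limma adjusted p = 0.582). In muscle 3 of 4 such genes had a probe that did not pass, and in kidney 0 of 2 and in brain 0 of 1 did.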

A careful analysis revealed that those probes with discordant results were often derived from genomic sequences that were not included in all transcripts of a given gene. Therefore, the existence of alternative splicing is contributing to some extent to the heterogeneity observed between tissues. Additionally, our analysis of enrichment of functional categories and TFBS within the group of differentially expressed genes suggests that secondary transcriptional regulation has an impact on the expression level of several X chromosome genes and regulation at this level is also likely to vary between tissues.

Even though the global transcriptional output from the X chromosome is similar in males and in females [1], two studies of genome-wide gene expression reported several genes differentially expressed between the sexes in the mouse [16,17]. Notably, Yang and collaborators [17] analyzed a large number of individuals (169 females and 165 males) and found several genes on the X chromosome more highly expressed in females, in at least two tissues (of the four included in the analysis). In this dataset *Utx *was female-biased in all tissues analyzed (brain, liver, adipose and muscle) and *Eif2s3x, Ddx3x *and *2610029G23Rik *were also female-biased in 3 of the four tissues. Only those genes with a minimum of 3-fold differential expression between sexes were reported by Rinn and colleagues [16] but, in a reanalysis of their data, we found that *Eif2s3x *is significantly overexpressed in female hypothalamus; *Utx*, *Ddx3x *and *2610029G23Rik*, amongst others, presented a fold change of 1.2 or higher in at least one of the tissues (kidney, liver and hypothalamus), although not reaching the threshold of significance. The fact that a much larger number of genes is female-biased in at least two tissues (56 genes at *P *< 0.05) in the comparison performed by Yang *et al*. [17] is most likely due to their larger sample size. Although some of these differences may be caused by other factors not directly related to the chromosome complement, such as sex-specific hormonal influences, the fact that several of the genes were consistently overexpressed in both male/female comparisons and in our analysis of XX and XO mice suggests that some may indeed escape X inactivation. In agreement with these results, *Ddx3x *is indeed expressed from the inactive X chromosome in the mouse (L. Carrel, personal communication).

In our study, two new candidates tested were concordant at *P *< 0.05 by both approaches, in at least one of the tissues (*2610029G23Rik *and *Pnck*). Although higher expression of *Pja1 *in the liver and kidney of XX females was also observed by qPCR, the difference did not reach significance by this method. Both *Pnck *and *Pja1 *are female-biased in the adipose tissue according to the data of Yang *et al*.[17]. Additionally, several of the genes that were significant in liver in our microarray analysis but were not confirmed by qPCR (*Ogt, Maob,Ndufa, Pgrmc1 *and *Nsbp1*) are amongst the genes that are female-biased in at least one tissue, according to the data of Yang *et al*. [17]. In the latter study most of the sex differences in gene expression were modest (FC < 1.2) and the authors did not perform qPCR experiments to confirm them.

Further evidence in support of the existence of uncharacterised escapees on the rodent X chromosome comes from studies in mouse ES cell lines [15,44]. However, in the absence of direct evidence of escape from X inactivation from our allele-specific analysis, two alternative hypothesis must be considered: i) the three genes tested (*Huwe1*, *Arhgef6 *and *Nsbp1*) are false positives generated by the statistical analyses of differential expression by microarray (both in our study and in the study of Yang *et al*.); ii) overexpression of these genes in XX females may be due to a secondary transcriptional upregulation of the active X chromosome allele and does not reflect expression from both X chromosomes, as discussed above. The former hypothesis would imply a bias skewing the results in the same direction in two independent studies using different microarray platforms and a different study design, which is unlikely. On the other hand, the fact that these three genes present binding sites for common transcription factors gives strength to the second hypothesis, where overexpression of some X-linked genes would be due to transcriptional upregulation, through the same mechanism that is contributing to higher expression of several autosomal genes in XX females.

Our results, as well as the results from other studies using both *in vitro *and *in vivo *models suggest the existence of tissue- or cell type-specific patterns of X inactivation. However this issue can only be fully addressed by a thorough gene-by-gene comparison of allelic expression in single cell *versus *whole tissue homogenates.

### Relevance for understanding the molecular basis of Turner Syndrome

In humans, complete or partial monosomy of the X chromosome results in Turner syndrome. The phenotype, which includes ovarian dysgenesis and infertility, is attributed to a lower dosage of X chromosome genes escaping inactivation. However, only 5% of the genes on the human X chromosome that are expressed in lymphoblastoid cell lines are significantly overexpressed in females at the population level [37]. Therefore, only a small number of genes are predicted to contribute to dosage imbalances in X chromosome aneuploidies.

We detected lower expression of several X-linked genes in XO mice. Moreover, a large number of autosomal genes were differently expressed between the two genotypes in liver, including two genes which are mutated in POF - *Eif2b2 *and *Eif2b5 *[36]. Due to the high number of genes on the X chromosome involved in ovarian and oocyte development it will be interesting in the future to analyse X-linked expression in the ovary. However the tissue composition of this organ is highly heterogeneous, including both somatic and germinal cell lineages and therefore reactivation of the inactive X chromosome during oogenesis is a confounding factor that must be considered.

The analysis of functional enrichment we performed in the liver dataset revealed other cellular processes that are differently regulated between the two groups of mice analyzed - ATP synthesis and mitochondrial metabolism. Impairment of energy metabolism is expected to lead to several alterations in cell homeostasis and is known to play a prominent role in the pathogenesis of neurological diseases. These results may therefore have a bearing on some of the observed neuropsychological deficits of TS. The presence of binding sites for shared transcription factors within the regulatory regions of the genes underexpressed in XO mice reinforced the hypothesis of a deregulation of specific pathways in this model.

Although X-linked imprinted genes can also contribute to some of the phenotypes observed in TS females, parental effects on expression have so far only been detected in some genes of the *Xlr *family [24,43]. 

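Ndufb10, an autosomal gene of complex I, was far lower in XmO than in XpO mice in each tissue with probe ILMN_2691261. The log2 difference of XmO minus XpO was -2.93 in liver (limma adjusted p = 2.43e-05), -3.67 in kidney (5.7e-07), -3.61 in muscle (2.75e-06) and -3.38 in brain (0.00174), with 3 pools in each group and 2 XpO pools in muscle. Probes past the threshold over all probes numbered 10 in liver, 21 in kidney, 3 in muscle and 4 in brain, beside 1929, 2631, 1992 and 2782 before adjustment, and none was X-linked. By the sample labels XmO mice come from another cross than XpO and XX mice, so this is also a comparison of crosses. Also lower in XmO mice were Tedc2 (-2.23, limma adjusted p = 2.83e-06) and Echdc3 (-1.30, limma adjusted p = 0.000144) in liver, and H4c6 (-1.01, limma adjusted p = 0.00642) and Rchy1 (-0.57, limma adjusted p = 0.00642) in kidney. Kptn was higher in XmO mice in kidney (0.74, limma adjusted p = 0.00642). These calls were kept without any single pool. The liver count was 3 without XpO pool 2 or XpO pool 3. In kidney the count was 6 without XpO pool 1, 13 without XpO pool 2, 9 without XpO pool 3, 8 without XmO pool 2 and 7 without XmO pool 3. In muscle the count was 6 without XmO pool 1 and 5 without XmO pool 3, and in brain 1 without XpO pool 1, XpO pool 2, XpO pool 3 or XmO pool 1 and 2 without XmO pool 2. Adjusted over the X-linked probes alone, Erdr1 was lower in XmO mice in liver (-0.57 with ILMN_1249386, limma adjusted p = 0.0194), and in brain Ddx3x was higher (0.67, limma adjusted p = 0.0189) and Erdr1 lower (-0.51 with ILMN_1246153, limma adjusted p = 0.0257), genes picked out after their values were seen. The liver call was lost without XpO pool 1 (limma adjusted p = 0.133), XpO pool 2 (0.0705), XmO pool 1 (0.0572) or XmO pool 3 (0.0970), that of Ddx3x without XpO pool 1 (0.0641), XpO pool 2 (0.122) or XmO pool 1 (0.0918), and that of Erdr1 in brain without XpO pool 1 (0.106), XpO pool 2 (0.133), XpO pool 3 (0.0888), XmO pool 1 (0.0918) or XmO pool 3 (0.0948).

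**Figure D5:**
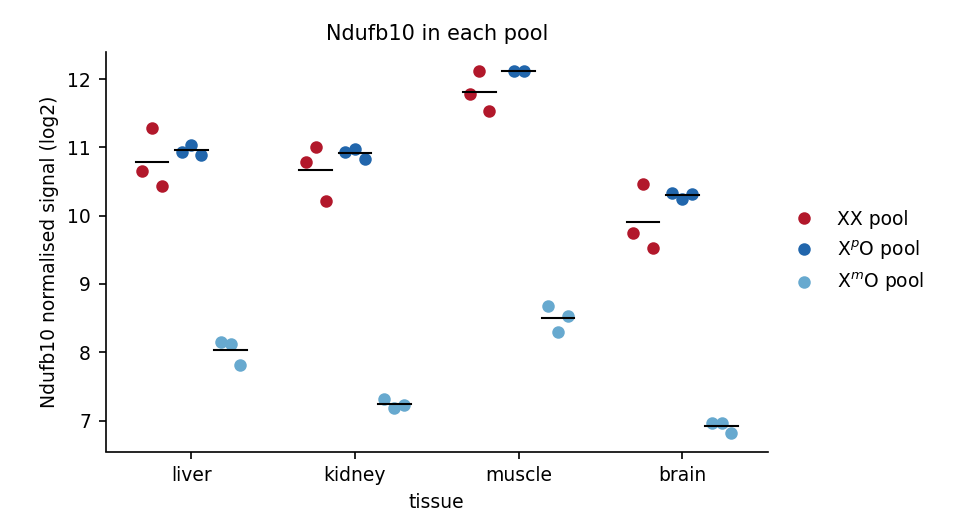
Normalised log2 signal of Ndufb10 (probe ILMN_2691261, vertical axis) in each pool of XX, XpO and XmO mice, by tissue; points are pools and horizontal lines are means of the genotype. The XmO pools lie between 6.81 and 8.67 and the XpO pools between 10.25 and 12.12.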

In our analysis no relevant differences were found between X^m^O and X^p^O mice.

## Conclusion

We confirmed and extended previous global analysis of X chromosome gene expression in the mouse and uncovered a dosage-dependent effect on the expression levels of several X-linked and autosomal genes that cannot be attributed to sex-specific hormonal influences. Even though we found strong candidates for escaping X inactivation, the lack of direct evidence of escape for those genes tested suggests that other factors may underlie the differences observed between XX and XO mice.

Several X-linked and autosomal genes are deregulated in XO mice and these are involved in a variety of cellular functions. We hypothesize that the TS phenotype is partially caused by the additive effect of regulatory perturbations downstream of the under-expressed X-linked genes, which may differ between tissues and between species. Moreover, genes escaping inactivation in humans but not in the mouse may lie in regulatory nodes at the intersection of a larger number of effectors, having a greater impact on genome-wide levels of expression.

## Methods

### Subjects

The mouse models used in our expression analysis were obtained as described in [24], except that in our experiment the X chromosomes of the random bred MF1 genetic background derived from a single progenitor X and thus are the same for all individuals analyzed (X^m^O, X^p^O and X^m^X^p^). All genotypes were determined by bone marrow metaphase preparations and in some cases confirmed by PCR. All animal procedures and breeding were in accordance with the United Kingdom Animal Scientific Procedures Act 1986 and were subject to local ethical review.

### RNA extraction

Tissues from 12 week old mice were harvested and stored at -80°C before use. Total RNA was isolated from homogenized tissues using Trizol reagent (Invitrogen) and purified using the RNeasy Kit (Qiagen) according to the manufacturer's instructions. RNA integrity was verified by capillary electrophoresis in the Agilent 2100 Bioanalyzer.

### Gene expression quantification in 40,XX and 39,XO mice

The RNA samples of seven 40,XX, eight 39,X^p^O and eight 39,X^m^O mice were pooled by genotype into 9 groups, representing 3 biological replicates per genotype, as follows: 39,X^p^O-1 and 39,X^p^O-2 (3 pooled individuals each), 39,X^p^O-3 (2 pooled individuals); 39,X^m^O-1 and 39,X^m^O-2 (3 pooled individuals each), 39,X^m^O-3 (2 pooled individuals); 40,XX-1 and 40,XX-2 (3 pooled individuals each) 40,XX-3 (2 pooled individuals). A total of 300 ng of RNA from each pool was then amplified following the Illumina TotalPrep RNA amplification protocol. The samples were labelled and hybridized to the Mouse WG-6 v1_1 Expression BeadChip whole genome expression array available from Illumina, following the manufacturer's protocols.

### Array data extraction, normalisation and analysis

The values for each bead in the array were imported into the Illumina software BeadStudio for preliminary quality checks, summarized according to bead type and then exported into R environment for statistical computing. Normalisation across all arrays was performed on a log scale using the quantile normalisation method [45] implemented in lumi normalisation package [46]. The normalised intensity values were used for independent pairwise comparisons for each tissue, using the empirical Bayes approach implemented in limma by assigning the samples to two groups according to genotype (40,XX and 39,XO). Only probes detected as present in at least one the samples in each tissue were compared. The p-values were then subjected to the FDR correction[47].

Samples were hierarchically clustered using the tools implemented in InforSense Workflow Builder http://www.inforsense.com. The distance matrix was calculated with Pearson correlation and clusters built by average linkage.

The microarray data for this study have been deposited to GEO under accession number GSE13520.

### Quantitative Real-Time PCR

Quantitative real-time PCR reactions were carried out using 100 ng of cDNA in a reaction volume of 20 μl comprising Sybr Green PCR Master Mix (Applied Biosystems) and 0.3 μM of each primer in an Applied Biosystems 7000 detection system (Applied Biosystems). Efficiency of primers and quantity of cDNA in each well were derived from an experimentally determined standard curve; only reactions with r^2 ^≥ 0.99 and with a standard curve slope typically -3.1 ≤ S ≤ -3.6 were accepted. Melt curve data were obtained to confirm amplification of the correct product. Expression was normalised by reference to *Gapdh *and in most cases the results were confirmed using *Actb*. Differences in expression between groups were calculated by means of a t-test. All primers were designed to span exon-exon boundaries, to prevent amplification of possible genomic DNA contaminants. For primer sequences see Additional file 2.

### Analysis of allelic expression

Expression from each X chromosome was verified using polymorphisms within the coding region and/or the UTRs of *Huwe1*, *Arhgef6 *and *Nsbp1 *by direct sequencing and, whenever possible, by single-base primer-extension (SNaPshot). Each SNaPshot assay was tested in genomic DNA of T16H-FVB F1 females heterozygous for the target SNPs and then used to differentiate expression from each X chromosome in the cDNAs from liver, kidney, muscle and brain of two animals. Typically 50 ng of DNA and 100 ng of cDNA were amplified using the HotStar HiFidelity Polymerase Kit (Qiagen) in a 10 μl reaction volume comprising 0.3 μM of each primer. PCR conditions were the following: 15 min pre-incubation step at 94°C, 35 cycles of denaturation at 94°C for 30 sec, annealing for 45 sec at the respective AT for each primer pair and extension at 72°C for 45 sec, followed by a final extension step at 72°C for 10 min. The PCR products were then purified with ExoSAP-IT (Usb) and single-base primer-extension reactions were carried out with SNaPshot Multiplex Kit (Applied Biosystems) in a 5 μl volume comprising 0.2 μM of the extension primer and up to 2 μl of the purified PCR product (depending on the expression level of each gene in the different tissues tested), for 25 cycles. SNaPshot reactions were cleaned up with Shrimp Alkaline Phosphatase (Usb) and the analysis of fluorescent products was performed in an ABI 3100 sequencer using the GeneMapper 4.0 Analysis Software. For primer sequences see Additional file 2.

## Abbreviations

XIC: X Inactivation Center; LTRs: Long Terminal Repeats; ES: Embryonic Stem (cells); TS: Turner Syndrome; FDR: False Discovery Rate; FC: Fold Change; POF: Premature Ovarian Failure; GO: Gene Ontology.

## Authors' contributions

AML conceived the study, designed and carried out all the experiments, analysed the data and wrote the manuscript; PSB and AO bred the mice and verified the genotypes; JB contributed to data analysis; NAA, CAS and PSB contributed to the experimental design, discussion of the results and with a critical review of the manuscript; AA contributed to the discussion of the results and with a critical review of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Probes differentially expressed in liver of XX and XO mice**. A linear model pairwise comparison between XX and XO mice was performed using the R package limma for all probes (X chromosome and autosomal) detected in liver (19,887). After FDR correction 1402 probes were significantly different between genotypes at the 0.05 significance level. Click here for file

Additional file 2 **Primer sequences**. This file contains the sequences of the primers used in qPCR and in the analysis of allelic expression by SNaPshot. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

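Expression in liver, kidney, muscle and brain was measured on 36 Illumina mouse arrays, 9 per tissue, each hybridised with RNA pooled from 2 to 3 mice of one genotype: 3 XX, 3 XpO and 3 XmO pools. The pools carry the same numbers in the 4 tissues. XO mice have 39 chromosomes and XX mice 40. By the sample labels XX and XpO mice come from one cross and XmO mice from another, so a comparison of XmO with XpO mice is also one of crosses. The comparison of XX with XO mice is so in part.

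A pair of tables was used. The table of intensities before normalisation holds 47871 lines for 46632 probe identifiers, and its values are summarised bead intensities on a linear scale, with medians per array of 55.6 to 70.4. A second table, of 28885 probes, holds the values that the authors normalised with lumi on a log scale across all arrays before they were deposited, with a blank where the authors did not count a probe as detected in a tissue. In 35 arrays the ranks of the intensities and of the authors' values had a correlation of at least 0.99994. In the muscle array of XpO pool 3 they did not (rank correlation -0.0374, intensities of 10 to 108), and this array was used only in fits to the authors' values. The authors' scale is narrower than log2 at low signal, so differences of dim probes are smaller there.

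Intensities under 1 were set to 1, taken to log2 and normalised by quantiles over the 35 arrays, without background correction. Probes were tested in a tissue where the authors' table holds values for it, since no detection values were used here; the choice set first, to take as many of the brightest probes as the paper counts in the tissue, was run as an alternative. Probes were matched to genes by the gene identifier of the array annotation and to chromosomes by the mouse gene table of assembly GRCm38.p6: 21014 probes carry 1 gene symbol, 6 carry several and 7865 none, and 20986 were matched. Signals near the level of the probes that were counted in no tissue limit how small a difference of a dim gene can be shown.

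XX pools were compared with the XpO and XmO pools of the same tissue, as one group, with limma 3.58.1 in R 4.3.3 (moderated two-sided test, Benjamini-Hochberg adjustment, threshold 0.05). X-linked probes with a named gene were adjusted by themselves, and all detected probes of a tissue together. XmO was compared with XpO in a fit with the 3 genotypes as groups. The difference between the XX effect in liver and that in another tissue was tested as an interaction, in a fit to all arrays used, of every tissue. The spread of each probe was thus estimated over all tissues together. The p-values of these tests therefore depend in part on the tissues not compared, among them the brain arrays that stand apart. The median difference of the X-linked probes less that of the autosomal probes was compared with all regroupings of the pools, an exact test.

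Before the data were examined, 38 lists of genes of organelles, pathways and cell types were fixed. A list with at least 3 measured genes was tested with limma's camera, with a preset correlation of 0.01 between genes and again with an estimated one, and with fry, all on the mean of each gene's probes, adjusted over the lists of a tissue. Overrepresentation among the liver calls was tested in R with Fisher's exact test against the genes tested in liver. The rank correlations of intensities with the authors' values were computed with scipy 1.17.1. Tables were read and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

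Genes were named by a rule set at the same time: each gene that the paper names from its array or PCR results, whose values in the paper's tables were thus already seen; Usp9x; per tissue the 10 autosomal and 5 X-linked genes with the largest difference among probes past the threshold over all probes whose 3 XX pools lay apart from every XO pool; up to 4 genes with the smallest p in a list that is reported; and for XmO against XpO the 5 probes with the smallest p. Genes named beyond the rule are marked as chosen after their values were seen.

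The fit was tested on simulated data, in which 200 probes were changed. Each probe was drawn by itself from a normal distribution with its measured mean and limma's moderated spread. Such data hold no correlation between probes and no array that stands apart, so the shares below need not hold for the measured arrays. At a log2 change of 0.5 the fit recovered 83.5% of the changed probes in liver, 97.5% in kidney, 83.0% in muscle and 45.0% in brain. At a change of 1 it recovered 99.5%, 100%, 100% and 93.5%. Wrong calls made up at most 9.72% of the calls. Of 20 simulated lists of 15 genes, 5 were changed and 5 of these were called, as was 1 of the 15 unchanged.

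Alternatives were the authors' normalised values, quantile normalisation within a tissue, median scaling, normexp background correction with an offset of 50, no filter on dim probes, only the brighter detected probes, XpO or XmO pools alone, an intensity trend with a robust fit, one model for all arrays, the pool number as a block, other adjustments of the X-linked probes and leaving out each pool in turn. Others were added later and are named as such. The slide of each array and a second detection threshold were also planned, and were not run because nothing used here gives them. Each result with groups of at least 3 arrays was compared with other splits of the same arrays: 84 of 3 and 6 arrays, 56 of 3 and 5, 10 of 3 and 3, and 100 drawn for the interaction.

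The PCR measurements were not analysed here, nor were lists of gene ontology terms. Additional file 1 was held for 945 of the probes it lists. Sts and LOC100047358 had no probe under these names in the tables used, and no value is given for them.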

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

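The tests of the liver count, of the brain arrays and of Ndufb10 were set down before their results were seen; the interaction fits without single arrays, the spread compared with each other tissue by itself and the use of single XX arrays for Ndufb10 were chosen after.

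In 5 of 89 probes named in the text and past the threshold, 1 XO pool lay far from the other XO pools of its tissue, and chance gives about 1 in 20 such groups. These were LOC665281 in the liver of XmO pool 3 (log2 signal 11.33, next lowest 11.52), Xist in the kidney of XmO pool 1 (5.91, next lowest 6.11), the Utx probe ILMN_2506528 in the kidney of XmO pool 3 (9.49, next highest 9.27), Erdr1 with ILMN_1246153 in the same pool (6.00, next lowest 6.47) and Pim2 in the muscle of XpO pool 2 (6.37, next highest 6.20). The Utx value of XmO pool 3 in kidney lies towards that of XX mice, and the call was kept without any single pool.

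The difference between XX and XO mice in liver differed from that in another tissue, by a test of the difference itself, for 28 probes against kidney, 1996 against muscle and 775 against brain, and for 2, 52 and 35 X-linked probes adjusted by themselves. Over the fits without 1 array the counts of all probes ranged from 0 to 54 against kidney, with 0 without kidney XX pool 2 or XmO pool 3, from 995 to 2048 against muscle, with 995 without liver XX pool 3, and from 136 to 1213 against brain, with 136 without brain XX pool 3. As many were called against kidney in 2 of 100 splits of the arrays (28 probes, highest other split 362). Against muscle this was 1 of 100 (1996, highest other 651) and against brain 8 of 100 (775, highest other 1961). Splits with several times the real count against kidney or brain point to a structure of the samples other than genotype.

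Ndufb10, a gene the paper does not discuss, was lower in XmO than in XpO mice by a log2 of -2.93 in liver, -3.67 in kidney, -3.61 in muscle and -3.38 in brain. Erdr1, which the paper names in kidney alone, was higher in the brain of XX mice with both probes (1.28 and 1.37).

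The first pattern is the larger number of probes past the threshold in liver. The median residual SD was 0.122 in liver, 0.0981 in kidney, 0.119 in muscle and 0.136 in brain, so 1 of the 3 other tissues, kidney, had less spread than liver beyond the ranges without 1 array. Less spread between liver pools is thus argued against for kidney (ratio 1.24), and cannot be told apart for muscle (ratio 1.03, ranges overlapping) or brain (ratio 0.898, spread lower in liver). Log2 differences over 0.5 numbered 202 in liver, 193 in kidney, 259 in muscle and 143 in brain. If the XX arrays lay on another BeadChip than the XO arrays of liver, as the order of the arrays in the table in sixes allows, probes detected in no tissue would differ too: 14.8% of 17747 such probes had an unadjusted p under 0.05 in liver, more than in any of 83 other splits (highest 7.26%), as had 11.0% in muscle (highest other 6.96%), where the order also parts XX from XO arrays, against 6.24% in kidney and 5.23% in brain. The arrays' chips are not named, and in liver a chip effect and genotype cannot be told apart, so part of the liver count could be technical. As the order parts XX from XO arrays in muscle too, part of the count for liver against muscle could also be technical. A difference in feeding cannot be told apart from genotype either. Genes of lipogenesis were higher in XX mice (limma's camera adjusted p = 0.0112, 0.802 with an estimated correlation, lost without XX pool 1 at 0.0710, range over that list's alternatives 0.000519 to 0.071), while the fasting genes had a median of 0.0102 and did not pass as a list (limma's camera adjusted p = 0.50). The fasting genes that passed, 2 over all genes and 4 adjusted over the list alone (limma), were all higher, as the lipogenesis genes were. This does not decide on feeding, since the fasting list did not pass and 7 of its 13 genes were higher. A response of liver to genotype stays open, untested.

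The second pattern is a pair of brain arrays that stand apart, XX pool 3 and XmO pool 2. Cerebellum genes lay above the mean of the other 7 brain arrays by 2.54 in XX pool 3 and 3.14 in XmO pool 2, while among those 7 the values ran from -0.647 to 1.49, which is consistent with pieces of brain that held more cerebellum. The amount or quality of labelled RNA cannot be told apart from this: the raw median of 0 of the 2 arrays lay within the range of the others (61.6 below it and 68.4 above it), on opposite sides. Probes detected in no tissue deviated more in these arrays (SD 0.0891 and 0.0964) than in the others (0.0742 to 0.0843). Detected probes deviated by 0.280 and 0.390, so the ratio of undetected to detected ones was lower (0.318 and 0.247, others 0.403 to 0.485). The ratio cannot decide, because more cerebellum would raise the deviations of detected probes and so lower it. Left out together, an alternative chosen after the data were seen, 1 probe passed over all probes in brain and 2 X-linked probes did, beside 1 and 3 with all arrays.

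The third pattern is Ndufb10. The XX means lay within 0.386 of the XpO mean in each tissue and at least 2.76 above that of XmO. XX pools were uneven, with an SD of 0.299 to 0.484 against 0.00149 to 0.0755 in XpO pools: single XX pools lay up to 0.765 from the XpO mean, past the bound of 0.5 set for a cross shared by XX and XpO mice, and at least 2.41 above the XmO mean. By the sample labels XX and XpO mice come from one cross and XmO mice from another, so cross and genotype are confounded between XmO and XpO mice. Whether the cross causes the Ndufb10 difference cannot be told from this. That a parental origin of the single X chromosome acts on this autosomal gene cannot be told apart from this, because XX mice carry a paternal X chromosome as XpO mice do, and the test set down beforehand overlooked it. Whether the transcript or only the probe's target is altered, as a variant under the probe could do, is also open, since 0 other Ndufb10 probes were detected in any tissue.

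Other splits of the same arrays show which counts chance can give. In liver only the real split of 84 gave as many for all probes (1133 past the threshold, highest other split 24) and for the X-linked probes (62, highest other 1). As many lists were called in 15 splits (4 called, highest other 7). In kidney as many were called in 3 of 84 splits for all probes (11, highest other 110). For the X-linked probes this was 1 (10, highest other 3) and for the lists 6 (7, highest other 11). In muscle as many X-linked probes were called in 1 of 56 splits (15, highest other 1). For all probes this was 6 (2, highest other 10) and for the lists 32 (3, highest other 14). In brain as many X-linked probes were called in 3 of 84 splits (3, highest other 13). For all probes this was 5 (1, highest other 823) and for the lists 14 (7, highest other 12). A share under 0.05 does not exclude chance, since the shares were not adjusted for the number of tests. Xist, which parts XX from XO mice by itself, is among the probes counted. The brain split with 823 calls sets XX pool 3, XmO pool 1 and XmO pool 2 apart, and the kidney split with 110 sets XX pool 2, XX pool 3 and XpO pool 3 apart, which points to a structure of the samples other than genotype. These are the 3 kidney pools with the highest mean signals of fat cell genes (9.18, 9.02 and 8.66; the others at most 8.02). For XmO against XpO the 10 splits are too few for a share under 0.05; the real counts were 10 in liver (highest other 1), 21 in kidney (0), 3 in muscle (2) and 4 in brain (0).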

How the results depend on the processing

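Of 32 results (counts past the threshold, medians, correlations and odds ratios) under 499 alternatives in all, 328 stayed within 1.5 times the count, within the spread of the pools or on their side of the threshold, 155 moved further, 12 lost and 4 gained a call, and no call changed direction; median shifts of X-linked probes that had not passed changed sign in kidney without XX pool 2 (0.00773) and in muscle without XmO pool 3 (-0.00267). The named genes and lists made up 703 results with 13945 values, of which 12949 kept their side of the threshold, 849 lost a call, 146 gained one and 1 changed direction. Named probes that kept their side of the threshold under every alternative numbered 38 of 88 in liver, 68 of 80 in kidney, 60 of 87 in muscle and 70 of 78 in brain. The fits without 1 array for the tests between tissues, the presumed BeadChip as a block, the authors' values without XpO pool 3, the number of brightest probes that the paper counts, brain without a pair of arrays, the Table 1 probes adjusted with the X-linked probes, and all alternatives of the lists in kidney, muscle and brain were chosen after seeing the data. Slide as a block and a detection p under 0.05 were not run, because the tables used give neither. Where a change below is not shown by fewer arrays or fewer tests, the cause was not tested.

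With median scaling in place of quantiles, the median difference of all probes was -0.0534 in liver, -0.0725 in muscle, 0.0296 in kidney and 0.0449 in brain. In liver 1427 probes passed, 139 higher and 1288 lower in XX mice, against 549 and 584 with quantiles, and 29 X-linked probes did. In muscle 671 passed (37 higher, 634 lower), with 28 X-linked probes (7 higher, 21 lower). Lists past the threshold numbered 11 in liver and 7 in muscle, and 5 lists were overrepresented among the liver calls. In liver the genes of complex I (camera adjusted p = 0.0115, range over that list's alternatives 0.0115 to 0.920), of complexes II to V (0.00733, range 0.00733 to 0.995) and of eIF2 and eIF2B (0.0164, range 0.0164 to 0.188; 0.0488 with quantiles within the tissue) passed as lower in XX mice. The cytoplasmic ribosomal protein genes, lower in the brain of XX mice with quantiles, were higher with median scaling and did not pass (camera adjusted p = 0.695, 0.000344 to 0.695 over that list's alternatives).

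Quantile normalisation within a tissue gave 6 probes for XmO against XpO in muscle, 3 overrepresented lists in liver, and between tissues 14 probes for liver against kidney, 1014 against muscle (26 X-linked) and 394 against brain (23 X-linked). With the authors' normalised values 7 probes passed in muscle, 5 for XmO against XpO in liver, 39 for liver against brain (7 X-linked) and 0 X-linked probes for liver against kidney; the last pair of fits used the arrays of the tissues compared alone. Without XpO pool 3, the authors' values gave 13 probes in muscle.

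Against XpO pools alone, with fewer arrays, 2 probes passed in liver (24 X-linked), 11 in muscle (4 X-linked) and 2 in brain, 7 lists passed in muscle and 4 in brain, and 0 lists were overrepresented in liver, with an odds ratio of 0 for complex I. Against XmO pools alone 352 probes passed in liver (41 X-linked), 38 in kidney, 24 in muscle and 2 in brain, 2 lists passed in brain, and 0 lists were overrepresented, with an odds ratio of 1.25 for complex I.

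One model for all arrays gave 2407 probes in liver, 66 in kidney, 390 in muscle and 21 in brain, where 8 X-linked probes passed. An intensity trend with a robust fit gave 20 probes in muscle. With no filter on dim probes 10 passed in muscle, and for XmO against XpO 19 in liver, 35 in kidney and 9 in muscle. Among the brighter detected probes 38 X-linked probes passed in liver. Adjusted over all probes rather than by themselves, 6 X-linked probes passed in kidney, 2 in muscle and 1 in brain. Fits to the XO arrays only gave, for XmO against XpO, 59 probes in kidney, 5 in muscle and 1 in brain. The presumed BeadChip as a block gave 5 probes in kidney and 2 in brain. Over all probes of the array the lowest correlation of pools of one genotype was 0.992 in liver, 0.994 in kidney, 0.993 in muscle and 0.978 in brain.

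The pool numbers do not pair the arrays within a tissue: pools of the same number and tissue but another genotype had correlations of their deviations of -0.583 to 0.370, over 0.1 in 4 of 34 pairs. Between tissues they link arrays weakly. Arrays of the same pool in different tissues had correlations of -0.0747 to 0.252 (median 0.105), over 0.1 in 28 of 51 pairs. The main tests between tissues took no account of this link. As a block, the number gave 439 probes in liver, 1 in muscle (7 X-linked), 12 for XmO against XpO in muscle and 1 in brain, and 0 overrepresented lists with an odds ratio of 2.13 for complex I. The pool as a random block across tissues, with a consensus correlation of 0.0117 to 0.0125, moved no count between tissues by more than 1.5 times.

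Leaving out 1 pool at a time, probes past the threshold ranged from 5 to 860 in liver, 5 to 184 in kidney and 1 to 36 in muscle, and X-linked probes from 24 to 64, 7 to 28 and 6 to 12. For XmO against XpO the range was 3 to 14 in liver, 6 to 17 in kidney, 2 to 6 in muscle and 1 to 3 in brain. The median shift of X-linked probes ranged from 0.0163 to 0.0331 in liver, -0.0313 to 0.00773 in kidney and -0.0316 to -0.00406 in brain. Between tissues the counts were 0 to 54 against kidney (0 to 8 X-linked), 995 to 2048 against muscle (34 to 61 X-linked) and 136 to 1213 against brain (15 to 43 X-linked). Overrepresented lists numbered 0 without any 1 of the liver pools, with an odds ratio for complex I of 0 to 3.60. Lists past the threshold ranged from 5 to 11 in kidney, 1 to 11 in muscle and 3 to 8 in brain. The lowest liver count, 5, was without XX pool 3, and the highest kidney count, 184, without XX pool 1.

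Signal over background limits what can be shown for dim genes, since background left in the intensities makes their log2 differences smaller. Normexp background correction gave 1191 probes in liver, 12 in kidney, 2 in muscle and 1 in brain.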

Differences from the paper's values

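Unless said otherwise, the alternatives below were set before the data were examined. The paper annotated further probes by sequence search and by hand, whereas 246 liver probes that passed here had no chromosome. The autosomal probes counted next are thus not the same set. At the paper's threshold, an adjusted p of 0.05 over all detected probes, the paper counts 584 autosomal probes higher in the liver of XX mice and 384 were found here; the pair lies within 1.5 times with the authors' normalised values (466), quantiles within the tissue (517), normexp (422), the brighter probes (419), trend and robust fit (541) and one model (753), and not with median scaling (85), no filter (376), XpO alone (0), XmO alone (159), the pool number as a block (152) or without any 1 pool (1 to 322). Of the X-linked probes higher in liver, the paper gives 11 a B statistic below 0, against 29 here; the values are within 1.5 times against XpO alone (9) or XmO alone (14), without XX pool 1 (13) and without XmO pool 3 (16), and not under the other alternatives (4 to 33). In muscle, besides the genes of Table 1 and Xist, the paper finds 3 genes past the threshold and limma found 0 here (3381 probes at an unadjusted p under 0.05); the authors' normalised values give 4, and the other alternatives 0 to 549, none within 1.5 times of the paper's count.

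For Eif2b2 the paper gives an adjusted p of 0.005 in liver, and 0.0263 was found here; for Eif2b5 it gives 0.007, and 0.0289 was found. Both are within 1.5 times with the authors' normalised values (0.00467 and 0.00755) and one model (0.00597 and 0.00865), and not under the other alternatives (0.0110 to 0.156 and 0.0134 to 0.158).

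In Additional file 1 the paper gives log2 differences in liver of 4.13 for Xist with ILMN_2475156 (5.11 here), 0.302 for Xist with ILMN_1242589 (0.974 here), -0.228 for Eif2b2 (-0.304 here), 0.174 for Cryz (0.329 here) and 0.156 for Cyb5r1 (0.298 here). On the scale of the authors' normalised values these were 4.06, 0.282, -0.225, 0.157 and 0.138, within the spread of the pools of the paper's, and under no other alternative were they so. The lowest correlation of replicates that the paper gives is 0.98, and 0.969 was found here over detected probes and 0.978 over all probes of the array, which is within the spread.

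Some calls differ from the paper's. The paper adjusts the Table 1 probes over the X-linked probes, whereas Pgk1, Armcx4 and 4 others, which the annotation pairs with no X-linked gene, were adjusted over all probes here. Of the Table 1 probes that the paper calls, 32 of 34 were called here in liver, 5 of 5 in kidney and 5 of 6 in muscle, and no array fold of Table 1 differs by more than 1.5 times. Folds that did not pass lay on the other side of 1 from the paper's for Acsl4 (1.07) and Cask (0.97) in kidney, Lamp2 (0.99) in muscle, and Ddx3x (0.87, and 0.89 on the authors' scale), Lamp2 (0.96), Zdhhc9 (0.91), Cetn2 (0.93), Nsbp1 (0.99) and Ndufa1 (0.94) in brain. Ndufa1 in liver (adjusted p = 0.0823) passes with the authors' values (0.0121), within-tissue quantiles (0.0357), the brighter probes (0.0435) and the trend and robust fit (0.0354), and Pgk1 (0.0731) with these (0.0454, 0.0475, 0.0452 and 0.0394) and one model (0.0497). Armcx4 in muscle (0.42, adjusted p = 0.110) passes under none of the alternatives set first. Adjusted together with the X-linked probes, an alternative chosen after the values were seen, both pass as in the paper (Pgk1 in liver 0.0469, Armcx4 in muscle 0.0334), so these calls differ by the set of probes adjusted together. Rtn4 in kidney passes with the authors' values alone (adjusted p = 0.0425). In muscle Kremen1 passes with the authors' values (0.0260), median scaling (0.0488), no filter (0.0470), trend and robust fit (0.04998) and one model (0.00736), Casq1 with the authors' values (0.0360), median scaling (0.0456), trend and robust fit (0.0396) and one model (0.00986), and Rab33b with the authors' values (0.0360) and median scaling (0.0128). The authors' values without XpO pool 3, chosen after seeing the values, also call Kremen1 (0.0327), Casq1 (0.0386) and Rab33b (0.0386) and drop 0 of these 3.

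The paper reports Xist as the one probe that differs in each tissue and no further X-linked probe past the threshold in brain, whereas both Erdr1 probes passed in each tissue here (limma adjusted p in brain = 0.00307 and 0.0434 over the X-linked probes). The paper names this gene only among the kidney calls over all probes, and does not state whether its X-linked probes held it, so the sets of probes adjusted together are not known to agree. Over all probes, the Erdr1 probes ILMN_1246153 and ILMN_1249386 passed in liver (0.0464 and 0.0175), the first alone in kidney (0.0131 and 0.106), and neither in muscle (0.0873 and 0.0745) or brain (0.142 and 0.9998).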

Other observations

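The test of arrays hybridised together, that of fat on kidney pieces and all alternatives of the lists in kidney, muscle and brain were chosen after the results were seen.

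In the liver of XX mice genes of fatty acid synthesis were higher, a median log2 difference of 0.24 over 13 genes. Fasn was higher by 0.55, Acly by 0.57 and Acacb by 0.42 (limma adjusted p = 0.0188, 0.0264 and 0.0264), 3 genes were higher over all genes and 4 adjusted over the list alone, and limma's camera gave an adjusted p of 0.0112 (0.802 with an estimated correlation), lost without XX pool 1 (0.0710). The calls of Fasn, Acly and Acacb were lost without XX pool 3 (limma adjusted p = 0.0934, 0.103 and 0.0887), those of Acly and Acacb also without XX pool 1 (0.0590 and 0.0701), XX pool 2 (0.0524 and 0.0516) or XmO pool 1 (0.0519 for both). Genes of leukocytes were higher too (18 genes, median 0.18, 2 over all genes, and 6 higher and 1 lower adjusted over the list alone; limma's camera adjusted p = 0.0153, 0.427 with an estimated correlation), among them Cd74 by 0.47 (limma adjusted p = 0.0184) and H2-Eb1 by 0.44 (0.0190). The leukocyte list was lost without XX pool 2 (0.0650) and against XpO pools alone (0.0602), within a range up to 0.0650 over its alternatives, and Cd74 without XX pool 3 (limma adjusted p = 0.0939). Of 13 genes of the fasting response, Ehhadh (0.52) and Cpt1a (0.36) were higher (limma adjusted p = 0.0198 and 0.0243), 4 adjusted over the list alone, and the list did not pass (limma's camera adjusted p = 0.50); both genes were lost without XX pool 3 (0.0882 and 0.103).

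In kidney, genes of fatty acid synthesis (13 genes, median 0.13) and of fat cells (8 genes, median 1.35) were higher in XX mice, with an adjusted p in limma's camera of 6.39e-06 (4.34e-07 to 8.62e-05 over the alternatives) and 0.000174 (1e-06 to 0.00602), which did not hold with an estimated correlation (0.121 and 0.594). No gene of either passed over all genes when the probes of a gene were averaged (limma; 3006 probes had an unadjusted p under 0.05), where 7 and 3 did adjusted over the list alone. Fasn was higher by 1.43, Acaca by 0.65, Ucp1 by 3.58, Cidec by 1.61 and Adig by 1.09. Genes shared by choroid plexus and pituitary were higher (8 genes, limma's camera adjusted p = 0.00631, 0.00197 to 0.0326 over the alternatives, 0.121 with an estimated correlation), among them Clic6, the 1 gene past the threshold over all genes, and Ttr (0.51), both past adjusted over the list alone. Genes of red blood cells (6 genes, median 0.18) and of endothelial and stellate cells (14 genes, median 0.17; Vwf 0.40, Col1a1 0.58) were higher, each with 0.0371 in limma's camera (0.408 and 0.594 with an estimated correlation), and those of cytoplasmic ribosomal proteins lower (47 genes, median -0.034, 0.0222, and 0.594 with an estimated correlation). No gene of these 3 lists passed over all genes or adjusted over the list alone (limma). Leaving out 1 pool ended the first call without XX pool 2 (0.0632), XX pool 3 (0.261), XmO pool 2 (0.0538) or XmO pool 3 (0.0627), the next without XX pool 2 (0.234), XX pool 3 (0.182), XpO pool 1 (0.0641), XmO pool 1 (0.0911) or XmO pool 3 (0.0627), and the last without XX pool 2 (0.301).

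In muscle, genes of cytoplasmic ribosomal proteins were lower in XX mice (47 genes, median -0.10; Rpl36 -0.46; 0 over all genes in limma, with 3381 probes at an unadjusted p under 0.05, and 2 lower adjusted over the list alone; limma's camera adjusted p = 0.000143, 0.734 with an estimated correlation, lost without XX pool 2 at 0.0921), and genes of slow fibres higher (12 genes, median 0.41; Tnnt1 0.79, Myl2 0.71, Casq2 0.45; 0 over all genes or over the list alone in limma; limma's camera adjusted p = 0.0209, 0.734 with an estimated correlation, lost without XX pool 1 at 0.220, XX pool 2 at 0.519, XmO pool 2 at 0.0782 or XmO pool 3 at 0.0949). In brain no gene of the lists named next passed over all genes or adjusted over the list alone (limma, where 667 probes had an unadjusted p under 0.05). Genes of the heat shock and endoplasmic reticulum stress response were lower there (18 genes, median -0.10, Hspb1 -0.40, Xbp1 -0.30). Limma's camera gave them an adjusted p of 0.00327 (0.288 with an estimated correlation), lost without XX pool 3 (0.317). Striatum genes were lower too (7 genes, median -0.62, Penk -0.62, limma's camera adjusted p = 0.00327, 0.866 with an estimated correlation), lost without XX pool 3 (0.135). So were those of cytoplasmic ribosomal proteins (median -0.036, limma's camera adjusted p = 0.00480, 0.687 with an estimated correlation), lost without XX pool 3 (0.240). The fasting response was also lower (8 genes, median -0.10, limma's camera adjusted p = 0.0254, 0.288 with an estimated correlation), lost without XX pool 2 (0.260) or XpO pool 1 (0.0563). Genes of fast fibres (9 genes, median 0.19; 0.00961, 0.288 with an estimated correlation, lost without XX pool 2 at 0.409) and of mitochondrial ribosomal proteins (71 genes, median 0.040; 0.0410, 0.866 with an estimated correlation, lost without XX pool 2 at 0.276, XX pool 3 at 0.474, XpO pool 2 at 0.136, XmO pool 1 at 0.290 or XmO pool 3 at 0.136) were higher in brain. XX pool 3, without which the striatum call was lost, is one of the pair of brain arrays that stand apart, in both of which striatum genes were lower (-0.88) and cerebellum genes higher; all 8 cerebellum genes were higher in XX mice (median 0.26) and did not pass (limma's camera adjusted p = 0.600). Against XpO pools alone, the lists of red blood cells (0.0986) and endothelial and stellate cells (0.239) in kidney, slow fibres (0.635) in muscle and heat shock (0.115), fast fibres (0.115), fasting (0.187) and mitochondrial ribosomal proteins (0.713) in brain did not pass in limma's camera, and against XmO pools alone those of cytoplasmic ribosomal proteins in kidney (0.243) and brain (0.455) and of fast fibres (0.163), fasting (0.170) and striatum (0.18) in brain did not. None of the lists in kidney, muscle or brain held with an estimated correlation in limma's camera.

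Across probes outside the X-linked set, the log2 differences of XX minus XO had a Pearson correlation of 0.336 between liver and kidney (18313 probes), 0.276 between muscle and brain (19451), 0.0503 between kidney and brain, -0.0120 between kidney and muscle, -0.0811 between liver and brain and -0.105 between liver and muscle. These correlations are across probes, which are not independent replicates, and the tissues come from the same pools of mice.

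One hypothesis, found from the same values, was that the kidney pieces of XX pool 2, XX pool 3 and XpO pool 3 held more fat. The mean log2 signal of the fat cell genes was 9.18, 9.02 and 8.66 in these pools and 6.03 to 8.02 in the other 6, and the genes of fatty acid synthesis were high in the same pools (10.10, 9.90 and 9.77) and in XX pool 1 (9.79). Among the other pools, the fat cell genes of XX pool 1 lay 0.0813 above the highest of 5 XO pools, less than the SD of these XO pools (0.846), so that fat on the pieces and genotype cannot be told apart: 1 XX pool is too few. Whether fat was left on the pieces or the mice held more of it was not tested.

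Another was that arrays of different tissues that follow each other in the table in sixes were hybridised together. Among 54 pairs of groups from different tissues, the probes detected in no tissue deviated most alike in both pairs that this order puts on 1 BeadChip, the XmO pools of kidney with the XX pools of muscle (mean r 0.102) and the XX pools of liver with the XmO pools of brain (0.0973), ranks 1 and 2. This is consistent with arrays sharing a BeadChip across tissues, a hypothesis found and tested on the same data.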
